# Epigenetic Modifier Supplementation Improves Mitochondrial Respiration and Growth Rates and Alters DNA Methylation of Bovine Embryonic Fibroblast Cells Cultured in Divergent Energy Supply

**DOI:** 10.3389/fgene.2022.812764

**Published:** 2022-02-24

**Authors:** Matthew S. Crouse, Joel S. Caton, Kate J. Claycombe-Larson, Wellison J. S. Diniz, Amanda K. Lindholm-Perry, Lawrence P. Reynolds, Carl R. Dahlen, Pawel P. Borowicz, Alison K. Ward

**Keywords:** cell growth, DNA methylation, embryonic fibroblasts, mitochondrial respiration, one-carbon metabolism

## Abstract

Epigenetic modifiers (EM; methionine, choline, folate, and vitamin B_12_) are important for early embryonic development due to their roles as methyl donors or cofactors in methylation reactions. Additionally, they are essential for the synthesis of nucleotides, polyamines, redox equivalents, and energy metabolites. Despite their importance, investigation into the supplementation of EM in ruminants has been limited to one or two epigenetic modifiers. Like all biochemical pathways, one-carbon metabolism needs to be stoichiometrically balanced. Thus, we investigated the effects of supplementing four EM encompassing the methionine–folate cycle on bovine embryonic fibroblast growth, mitochondrial function, and DNA methylation. We hypothesized that EM supplemented to embryonic fibroblasts cultured in divergent glucose media would increase mitochondrial respiration and cell growth rate and alter DNA methylation as reflected by changes in the gene expression of enzymes involved in methylation reactions, thereby improving the growth parameters beyond Control treated cells. Bovine embryonic fibroblast cells were cultured in Eagle’s minimum essential medium with 1 g/L glucose (Low) or 4.5 g/L glucose (High). The control medium contained no additional OCM, whereas the treated media contained supplemented EM at 2.5, 5, and 10 times (×2.5, ×5, and ×10, respectively) the control media, except for methionine (limited to ×2). Therefore, the experimental design was a 2 (levels of glucose) × 4 (levels of EM) factorial arrangement of treatments. Cells were passaged three times in their respective treatment media before analysis for growth rate, cell proliferation, mitochondrial respiration, transcript abundance of methionine–folate cycle enzymes, and DNA methylation by reduced-representation bisulfite sequencing. Total cell growth was greatest in High ×10 and mitochondrial maximal respiration, and reserve capacity was greatest (*p* < 0.01) for High ×2.5 and ×10 compared with all other treatments. In Low cells, the total growth rate, mitochondrial maximal respiration, and reserve capacity increased quadratically to 2.5 and ×5 and decreased to control levels at ×10. The biological processes identified due to differential methylation included the positive regulation of GTPase activity, molecular function, protein modification processes, phosphorylation, and metabolic processes. These data are interpreted to imply that EM increased the growth rate and mitochondrial function beyond Control treated cells in both Low and High cells, which may be due to changes in the methylation of genes involved with growth and energy metabolism.

## Introduction

Nutritional programming, often called early metabolic programming, establishes that early nutrition affects the development and function of organ systems, resulting in changes to programmed metabolism, immune function, neurodevelopment, and other physiological processes throughout life (Barker, 2007). In cattle, micronutrients such as B vitamins are synthesized by rumen microbes and are thought to be sufficient for embryonic and fetal development; however, recent data has shown an imbalance in the markers of B vitamin status, suggesting that this may not be the case (Crouse et al., 2019a). Furthermore, moderate changes in the rate of gain in beef heifers (pubertal virgin females that have reached approximately 60% of their mature body weight and average 0.45 kg per day of gain) during early gestation had reduced glucose and fructose concentrations in fetal fluids by day 50 of gestation in reduced gain heifers, suggesting that even moderate intake reduction in the dam manifests in nutrient restrictions to the embryo.

Throughout pregnancy, the whole and transitory energy requirements of macro- and micro-nutrients increase (Cai et al., 2021); however, during early gestation, the requirements of micronutrients, specific fatty acids, and amino acids and the interaction of these nutrients to meet the requirements for embryonic growth and differentiation are greater than the needs for whole-animal energy requirements (Koletzko et al., 2013; Marangoni et al., 2016; Cetin et al., 2019). Embryos undergo immense epigenetic remodeling during early development, and thus identifying specific micronutrient requirements *vs*. global energy requirements is needed. This epigenetic remodeling is driven by DNA methylation and epigenetic modifications of histone tails, including methylation, acetylation, and phosphorylation. These epigenetic mechanisms altogether regulate transcription, growth, and cell fate, leaving a “memory” on the embryo that will be carried forward through subsequent developmental stages (Sugden and Holness, 2002; Jaenisch and Bird, 2003; Waterland and Jirtle, 2004).

During early development, the embryo requires specific nutrients, such as epigenetic modifiers (EM; methionine, choline, folate, and vitamin B_12_), that play a key role in methylation reactions. One-carbon metabolism is the network of biochemical pathways that regulates amino acid metabolism, nucleotide synthesis, and epigenetic processes, such as methylation and demethylation of DNA (Ikeda et al., 2012; Clare et al., 2019). Methionine is the precursor for S-adenosylmethionine (SAM), which is the physiological methyl group donor for protein, RNA, and DNA methylation (Jeltsch, 2002). The DNA and histone methyltransferases use SAM as the primary methyl donor. The availability of SAM is directly influenced by diet as it is formed from methyl groups derived from choline, methionine, or methyl-tetrahydrofolate (Zeisel, 2011). Choline, *via* its metabolite betaine, and folate, *via* methyl-tetrahydrofolate, remethylate homocysteine to form methionine (Kim et al., 1994; Finkelstein, 2000). Vitamin B_12_ is a cofactor for methionine synthase, the enzyme responsible for folate-dependent methylation of homocysteine (Kalhan and Marczewski, 2012). The methionine–folate cycles are interconnected, and thus the metabolism of choline, folate, vitamin B_12_, and methionine are interrelated. Disturbances in one of these metabolic pathways due to deficiencies in EM are associated with compensatory changes in other parts of the methionine–folate cycle and in branching pathways, such as polyamine synthesis, nucleotide synthesis, the transulfuration pathway, phosphatidylcholine synthesis, and others (Zeisel, 2011; Clare et al., 2019). Deficiencies in the EM pool result in elevations in plasma homocysteine concentrations and are associated with impaired one-carbon metabolism resulting from protein malnutrition and deficiencies in folate and B_12_ (Castro et al., 2006). Research on the effects of EM supplementation or deficiency in ruminants on offspring health research has typically been limited to one or two epigenetic modifiers (Pagán et al., 2002; Sinclair et al., 2007; Martiniova et al., 2015), which makes our study of supplementing four EM to balance and drive the pathway a novel approach. In sheep fed purified diets limited in cobalt and sulfur (thereby limiting the rumen biosynthesis of vitamin B_12_ and methionine, respectively) from −60 to +6 days relative to insemination, the male offspring of methyl-donor-deficient ewes had an altered body composition by 22 months of age (Sinclair et al., 2007). In dairy cows, supplementation of individual methyl donors or combinations of methionine, choline, folate, and vitamin B_12_ has positively improved milk production, calf birth weight and height, amino acid flow to the calf, and nutrient profiles in milk (Preynat et al., 2009a, b; Batistel et al., 2017; Alharthi et al., 2018; Alharthi et al., 2019; Batistel et al., 2019; Palombo et al., 2021).

The objectives of this study aimed to identify how supplementation of four EM involved in the methionine–folate cycle impacted mitochondrial respiration, cell growth rate, and DNA methylation. Therefore, our data expands on current knowledge supplementing one or two EM by including the interactive roles of four EM at two different energy levels. These two energy levels were chosen to model data from heifers who were nutrient-restricted during early pregnancy and had reduced glucose in allantoic and amniotic fluid compared with the controls (Crouse et al., 2019). We hypothesized that EM supplemented to embryonic fibroblasts cultured in divergent glucose media would increase mitochondrial respiration and cell growth rate and alter DNA methylation, thus improving the growth parameters beyond Control treated cells.

## Materials and Methods

### Cells, Experimental Design, and Treatments

The bovine embryonic tracheal fibroblast cell line (EBTr; NBL-4; ATCC CCL-44) was purchased from the American Type Culture Collection (Manassas, VA, United States) and cultured in Eagle’s minimum essential medium (EMEM: Sigma, St. Louis, MO, United States) supplemented with 10% fetal bovine serum (Thermo Fisher Scientific, Waltham, MA, United States), 1% penicillin–streptomycin (Thermo Fisher Scientific), and 0.11 g/L Na pyruvate (Sigma). D-Glucose (sigma) was added to achieve final glucose concentrations of 1 g/L (Low) or 4.5 g/L (High). The control medium contained basal concentrations of EM as found in EMEM media: folate (0.001 g/L), choline (0.001 g/L), vitamin B_12_ (4 μg/L), and methionine (0.015 g/L). Epigenetic modifiers (folic acid, choline chloride, vitamin B_12_, and L-methionine) were added to the media at 2.5, 5, or 10 times (×2.5, ×5, or ×10, respectively) the concentrations in the control medium, except for methionine, which was included at ×2 for all supplemented treatments to prevent methionine toxicity. These EM concentrations were modified after Cho et al. (2012), in which folate, choline, and vitamin B_12_ were supplemented at ×5 control and methionine was limited to ×1.8 control. To complete the four treatments, we employed one-half and 2 times ×5 (×2.5 and ×10, respectively) for doubling effects and analysis *via* polynomial contrasts with increasing EM concentrations. Therefore, the experiment was a completely randomized design with two glucose levels [Low and High] × 4 EM levels [control, ×2.5, ×5, and ×10] under a factorial arrangement of treatments. For all analyses, the cells were cultured in 10-cm cell culture dishes in a humidified incubator at 37°C and 5% CO_2_ and passaged three times in treatment media once the cells reached 80% confluence in the dish (average of 2 days) before being plated for further analyses.

### Cell Growth and Proliferation Analyses

Cells were plated in triplicate at a cell density of 1.8 × 10^3^ cells per well onto one of six Seahorse XFe-24 microplates (Agilent, Santa Clara, CA, United States). The cells were placed in a humidified incubator (37°C, 5% CO_2_) for either 1, 12, 24, 36, 48, or 72 h. At the designated time, the plates were removed from the incubator, after which time the media were aspirated and the cells were fixed in 10% neutral-buffered formalin (Sigma). Antigen retrieval was performed in 10 mM sodium citrate buffer, pH 6, with 0.05% Tween 20 in a 2100 Retriever (Electron Microscopy Sciences, Hatfield, PA, USA). The wells were treated for 1 h with 10% normal goat serum (Vector Laboratories, Burlingame, CA, USA) to block nonspecific binding. For proliferation analysis, each well was stained with rabbit anti-Ki67 (Abcam, Cambridge, UK) for 1 h and fluorescently labeled with CF633 goat anti-rabbit secondary antibody (Biotium, Fremont, CA, United States) for 1 h. To counterstain all nuclei, cells were treated with 4,6-diamidino-2-phenylindole (DAPI; Life Technologies, Grand Island, NY, United States). MosaiX images were captured with a Zeiss Imager M2 epifluorescence microscope using a ×5 objective and AxioCam HRm camera and were analyzed using ImagePro Premiere software (Media Cybernetics, Silver Spring, MD, United States) for the total cell number (DAPI-stained cells) and proliferating cell number (Ki67-stained cells). To calculate cell growth as a percent of originally plated cells, the average of the hour 1 value (cell numbers at hour 1 = 1,615 ± 23 cells) or the number of cells attached to the wells for each treatment was averaged to equal 100%. The number of cells at each timepoint within a treatment from hour 12 to 72 was then compared against hour 1 to determine cell growth as a percent of originally plated cells. Cell proliferation was calculated as the labeling index (% of cells stained by Ki67).

### Mitochondrial Respiration

Oxygen consumption rate was measured using a Seahorse XFe24 analyzer (Agilent, Santa Clara, CA, United States). EBTr cells were passaged three times in treatment media before being plated onto Seahorse XFe24 microplates at 5 × 10^4^ cells per well in 150 µl of media to allow cells to attach to the bottom of the well. At 1 h after plating, an additional 150 µl of treatment media was added carefully to the well so as not to disturb the attached cells. The cells were cultured in Seahorse XFe24 microplates for 18–24 h. Immediately prior to analysis, the treated media was exchanged for XF Assay Dulbecco modified Eagle’s medium (pH = 7.4) supplemented to contain 4.5 mM glucose (Agilent), 1 mM pyruvate (Agilent), and 2 mM glutamine (Agilent), and the plates were incubated at 37°C in a CO_2_-free incubator for 1 h. Baseline oxygen consumption rates were measured three times before sequentially adding Oligomycin 12.64 µM (Agilent), FCCP 10 µM (Agilent), and Rotenone/Antimycin A 10 µM (Agilent). The read parameters were as follows: 1 min of mixing and 2 min of waiting after mixing, followed by 2 min to read, completed three times per measurement. Immediately following analysis, the XF assay medium was removed from the wells, and the cells were fixed in 10% neutral-buffered formalin (Sigma). Calculation of total cell number for normalizing oxygen consumption for mitochondrial analysis was conducted using the same methodology as previously described for total growth rate. The mitochondrial respiration parameters were measured as O_2_ consumption per picomole per minute per cell scaled to 10,000 cells. The parameters measured included the following: basal respiration, O_2_-linked ATP synthesis (basal respiration - O_2_ consumption after injection with oligomycin), maximal respiration, reserve capacity (maximal respiration–basal respiration), proton leak (O_2_ consumption after injection with oligomycin–O_2_ consumption after injection with rotenone/antimycin A), and non-mitochondrial respiration. Each reported mean for the measurement is the average of three reads per parameter across each treatment. The intra-plate coefficient of variation (CV) was 6.39%, and the across-plate CV was 12.53%.

### Transcript Abundance of Methionine–Folate Cycle Enzymes

Cells were plated into T-75 flasks (*n* = 3/treatment) and grown to 90% confluency. Once target confluence was reached, cells were collected, and RNA was extracted and purified using the Aurum Total RNA Mini Kit (Bio-Rad, Hercules, CA, USA). Total RNA was quantified using the Take3 module of a Synergy H1 Microplate Reader (BioTek, Winooski, VT, USA). Moreover, 1,000 ng/μl RNA was used to synthesize complementary DNA for each sample by utilizing iScript cDNA Synthesis Kit (Bio-Rad, Hercules, CA, United States). Taqman™ hydrolysis probes (Applied Biosystems, Grand Island, NY, United States) were purchased from ThermoFisher (Waltham, MA; Supplementary Table S1). Optimal cDNA dilutions were determined by primer validation for each gene: methionine adenosyltransferase 1A, 2A, and 2B (MAT1A, MAT2A, and MAT2B); DNA methyltransferase 1, 3A, and 3B (DNMT1, DNMT3A, and DNMT3B), S-adenosylhomocysteine hydrolase, methionine synthase (MTR), and betaine-homocysteine S-methyltransferase. For each sample, gene expression was quantified in triplicate using a 7500 Fast Real-Time PCR System (Applied Biosystems), with Taqman™ Fast Advanced Master Mix (Applied Biosystems), with 20-µl total reaction volume for all genes. Relative mRNA expression was calculated using the 2^−ΔΔCt^ method (Livak and Schmittgen, 2001) with succinate dehydrogenase, as it was the most stable of all reference genes analyzed (Supplementary Table S1). The intra-plate CV was 0.12%, and the across-plate CV was 0.98%.

### Reduced Representation Bisulfite Sequencing

Based on previous analysis with mitochondrial respiration and cell proliferation, reduced representation bisulfite sequencing (RRBS) was only conducted on Low and High: control, ×2.5, and ×5 treatments. Cells were plated into T-75 culture flasks grown to 90% confluency. Once the target confluence was reached, cells were collected and cell pellets (1 × 10^6^) were frozen in cryo vials (*n* = 3 tubes/trt) and shipped to the University of Minnesota Genomics Center. The DNA was extracted from the cell pellets with the DNeasy Blood and Tissue Kit (Qiagen, Hilden, Germany) and quantified using the PicoGreen DNA Quantification Kit (Invitrogen). Libraries (*n* = 18) were prepared from extracted DNA (20 ng/μl) using the NuGEN Ovation RRBS Methyl-Seq Kit (Tecan Genomics, Redwood City, CA, United States). The libraries were bisulfite-converted and PCR-amplified prior to sequencing with NovaSeq S Prime in the 150 paired-end reads mode (Illumina, San Diego, CA, USA).

### Statistical Analysis

Cell growth was analyzed after normalization to the number of cells plated per treatment at hour 1 set to 100% using PROC MIXED (SAS, CARY, NJ, United States) with glucose, EM, and their interaction as fixed effects. Cell growth was analyzed at the following timepoints: 12, 24, 36, 48, and 72 h post-plating. Labeling index (cell proliferation) was analyzed at six timepoints: 1, 12, 24, 36, 48, and 72 h post-plating.

Gene expression data are presented as a fold change relative to High Control which has been set to 1.00. Gene expression and mitochondrial respiration parameters were analyzed with PROC GLM of SAS 9.4 for glucose, EM, and their interaction.

Polynomial contrasts were performed within the Low and High glucose levels to determine whether increasing EM affected the cell growth rate, proliferation, mitochondrial respiration, or gene expression. The analysis included linear, quadratic, and cubic polynomial contrasts to determine if the response variables measured increased or decreased with increasing EM concentrations within a glucose level. To account for unequal spacing of EM treatments, contrast coefficients were determined using PROC IML and analyzed with the GLM procedure for effects of EM supplementation within the glucose level. All *P*-levels less than or equal to 0.05 were considered significant. Visualization and description of contrasts are included for those with significant contrasts in the polynomial contrast graphs (Supplementary Material).

### RRBS Data Quality Control and Differential Cytosine Methylation Analyses

An average of 14.5 M reads was generated for each sample (three samples per treatment). The quality control of raw reads was assessed using FastQC v0.11.8 (Andrews, 2010) and MultiQC v1.9 (Ewels et al., 2016) software. Adapter trimming and low-quality bases (Phred score <20) were filtered out using Cutadapt v.2.10 (Martin, 2011). NuGEN’s diversity trimming was carried out to remove diversity adaptors as suggested by NuGEN’s analysis guide (https://github.com/nugentechnologies/NuMetRRBS). The trimmed reads were mapped to the bovine reference genome (UCSC—bosTau8, Illumina IGenome). Nextflow methylseq pipeline v1.5 (Ewels et al., 2020) was used to perform read mapping and methylation call through Bismark v0.22.3 software. Only cytosines in a CpG context were retrieved and analyzed. Reads containing CpGs with more than 99.9th percentile coverage and less than 10 counts in every sample were filtered out to avoid biases due to varying sequencing depth.

Ten contrasts were tested as follows: (1) High ×5 *vs*. High CON, (2) High ×2.5 *vs*. High CON, (3) High ×5 *vs*. High ×2.5, (4) Low ×5 *vs*. Low CON, (5) Low ×2.5 *vs*. Low CON, (6) Low ×5 *vs*. Low CON, (7) High ×5 *vs*. Low ×5, (8) High ×2.5 *vs*. Low ×2.5, (9) High CON *vs*. Low CON, and (10) High ×5 *vs*. Low CON. Differentially methylated cytosines (DMC) were identified using edgeR (Robinson et al., 2010; Chen et al., 2017) and considered significant for each of the contrasts when the *p*-value cutoff <0.01. Differentially methylated or demethylated cytosines were defined based on the sign of the log2 fold change. The gene transcriptional start site closest (no specific cutoff) to each CpG was used to annotate all DMCs. To identify the biological processes underlying the genes harboring DMCs, we performed a functional analysis separately for each gene list of the 10 contrasts. The gene over-representation analysis was performed on ShinyGO v0.61 (Ge et al., 2020) using the *Bos taurus* annotation as background. Significant BPs within each gene list were retrieved after multiple testing adjustments when false discovery rate (FDR) <0.05. To identify over-represented BPs within and between contrasts, we overlapped the BPs retrieved as significant in each contrast list. Overlapping BPs were identified and visualized based on the -log (FDR) using the R-package pheatmap v1.0.10 (Kolde, 2019).

## Results

### Cell Growth

Cell growth rate data are presented in Figure 1 and Supplementary Table S2. Cell growth at hour 12 was greater in High compared with Low cells. At 24 h post-plating, all High treated cells had a greater percent of originally plated cells compared with Low Control, ×2.5, and ×10; however, Low ×5 was greater than Low ×2.5 and ×10 and equal to High ×2.5 and ×5. At 36 h post-plating, patterns of divergence of growth rate of cells within treatments occur and remain similar through h 72. Interactions of glucose level and EM occur where High ×10 cells are growing at greater rates than all other treated cells, with High ×2.5 and ×5 being equal to one another and greater than High Control (*p* < 0 0.01). Furthermore, in the Low cells, Low ×5 treated cells had a greater percentage of originally plated cells than all other Low treated cells and, by 72 h post-plating, had an equal number of originally plated cells compared with High Control, suggesting a compensatory growth beyond the Low Control to equal that of the High Control. Finally, at 72 h post-plating, Low ×2.5 and ×10 showed no improvement in growth compared to the Low Control (*p* ≥ 0.26); however, High 10× showed the greatest cell growth at 1,620% of the originally plated cells (*p* < 0.01).

**FIGURE 1:**
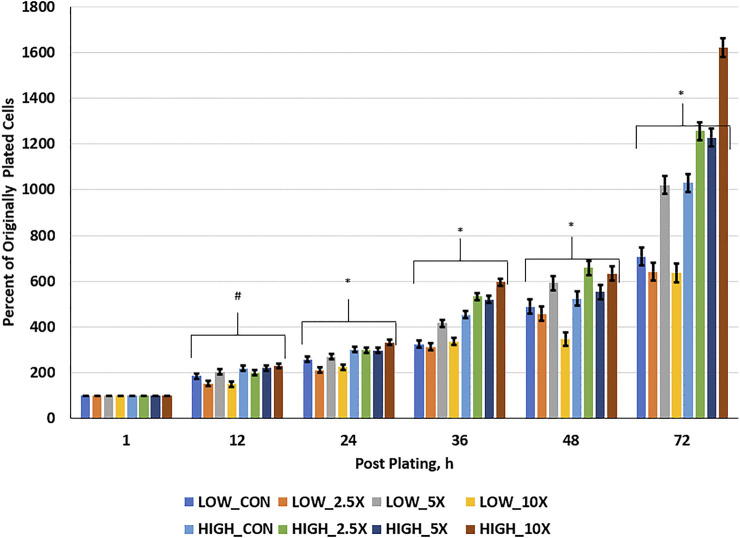
Cell growth rate is increased in High cells with increasing epigenetic modifiers (EM) and to ×5 in Low cells. Three replicates per treatment per timepoint were measured. The error bars represent the average standard error of the mean within the glucose level. # indicates a tendency (0.05 < *p* < 0.10) for an interaction of glucose × EM. * indicates a significant (*p* ≤ 0.05) interaction of glucose × EM.

### Cell Proliferation

Cell proliferation data are presented in Figure 2 and Supplementary Table S3. Overall, the labeling index is a single-point measurement in time and decreased from an average of 33% proliferating cells to 4.75% from hour 1 to 72 as cells became confluent in the wells. At h 24, 36, 48, and 72, the cell proliferation data followed a similar pattern. In High treated cells, the proliferation increased (*p* ≤ 0.05) with increasing supplementation level. At h 24, High ×10 treated cells had 43% more proliferating cells than High Control. In Low cells, the percent of proliferating cells remained similar or decreased (*p* ≤ 0.10) as the EM supplementation level increased. By h 72, Low ×10 treated cells had 31% fewer proliferating cells compared with Low Control at the same time point (*p* = 0.01). At all timepoints, Low ×10 proliferation was decreased compared with all other treatments. While all High treated cells and Low ×5 reached at least 90% confluence in the well at h 72 and thus proliferation decreased due to confluence, Low Control, ×2.5, and ×10 had not reached those levels of confluence. Low Control, ×2.5, and ×10, which averaged a 660% increase in cells (Figure 1), had a decreased percent of proliferating cells at h 48 and 72 compared with the other treatments.

**FIGURE 2:**
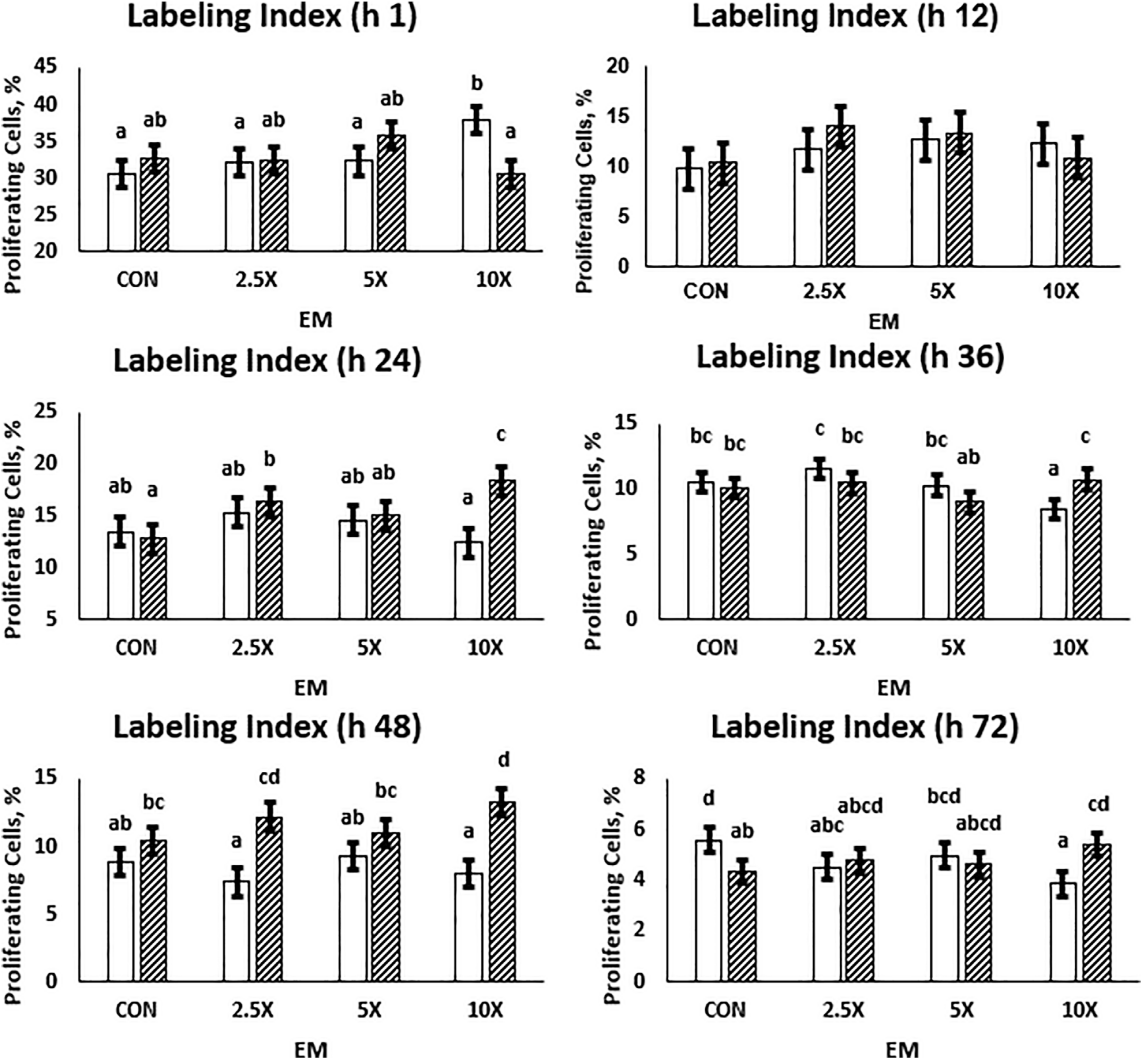
The cell proliferation responses are dependent on the time of measurement and decrease as cells reach confluency. High glucose cells are generally greater than Low cells, and the labeling index in High cells across each treatment is representative of growth rates. Low glucose cells are represented by the solid white bar. High glucose cells are represented by the dashed bar. Means without a common superscript differ in glucose × epigenetic modifiers (*p* ≤ 0.05). Three replicates per treatment per timepoint were measured. Error bars represent the average standard error of the mean within a glucose level.

### Mitochondrial Respiration

All mitochondrial respiration data are presented in Figure 3 and Supplementary Table S4. Both High and Low treated cells exhibited cubic and quadratic responses. Basal respiration, O_2_-linked ATP synthesis, maximal respiration, and reserve capacity followed similar cubic patterns in High cells increasing (*p* ≤ 0.04) from Control to ×2.5, decreasing at ×5, and subsequently increasing the oxygen consumption at ×10 to be equivalent to that of ×2.5. Low glucose cells were affected quadratically or cubically, increasing (*p* ≤ 0.04) to ×2.5 and decreasing in oxygen consumption to the ×5 and ×10 EM supplementation level. There were no differences in proton leak between glucose and EM supplementation (*p* ≥ 0.06) in either the Low or High treated cells.

**FIGURE 3:**
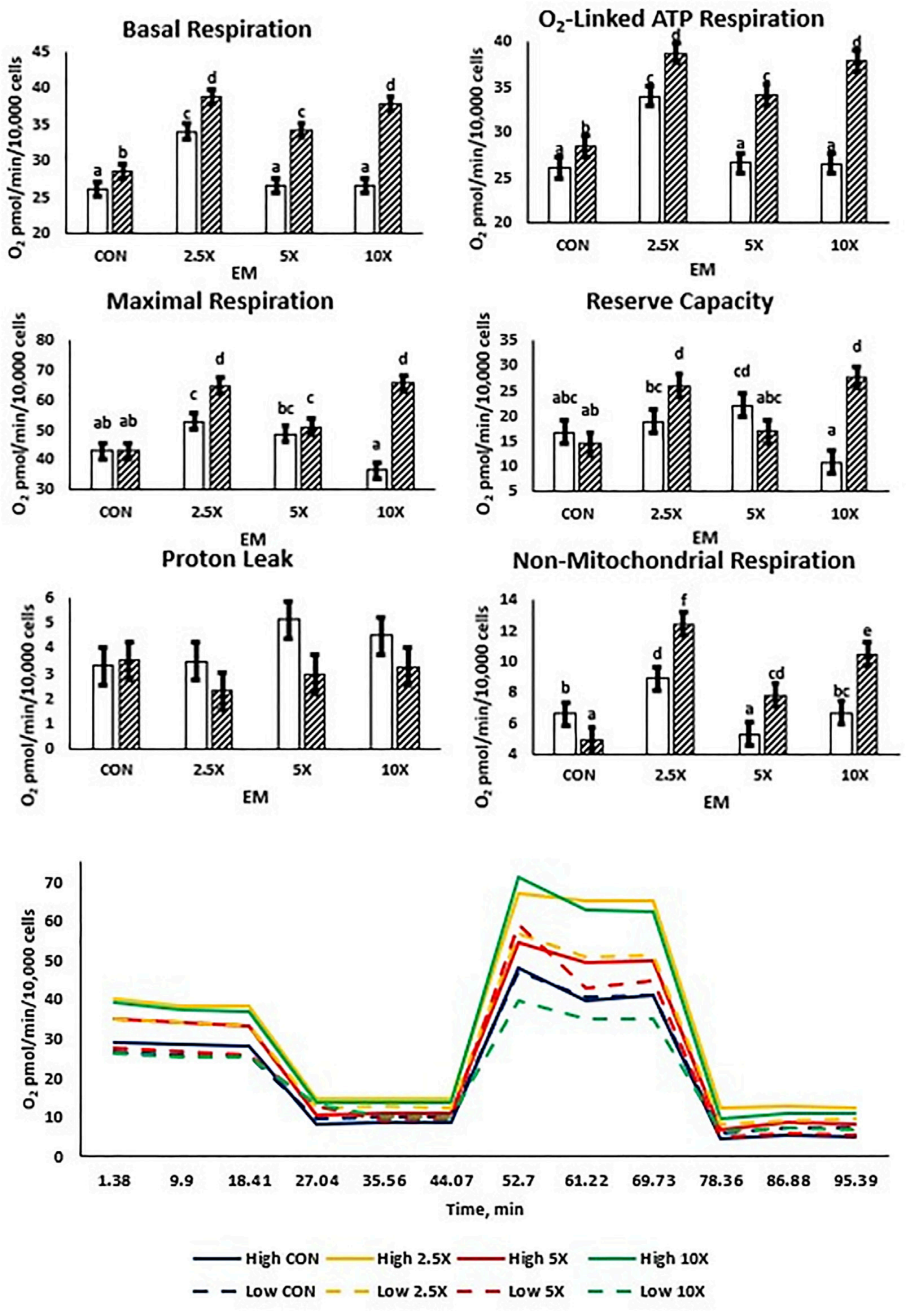
Mitochondrial respiration increases cubically with supplementation of epigenetic modifiers (EM) in High but not in Low cells. Basal respiration and O_2_-linked respiration increase to ×2.5 in Low, but reserve capacity increases to ×5 in Low. Low glucose cells are represented by the solid white bar. High glucose cells are represented by the dashed bar. Means without a common superscript differ in glucose × EM (*p* ≤ 0.05). Three replicates per treatment were measured (three technical replicates per biological replicate). Error bars represent the average standard error of the mean within a glucose level at each measurement.

### Transcript Abundance of Methionine–Folate Cycle Enzymes

Data in this section are presented in Figure 4 and Supplementary Table S5. The expression of *MAT2A* and *MAT2B*, genes encoding enzymes responsible for the synthesis of SAM, was differentially respondent to the EM treatment. The relative expression of *MAT2A* decreased linearly (*p* = 0.02) in Low cells, whereas the relative expression of *MAT2B* increased quadratically (*p* = 0.02) in High cells from High Control to High ×10. Among the genes coding methyltransferase enzymes, DNMT1, DNMT3A, and DNMT3B, only the *DNMT1* relative mRNA expression was altered, with a decreased expression in High compared with Low cells. Both *de novo* methyltransferases were unaffected (*p* ≥ 0.07) by glucose or EM supplementation. Methionine synthase was altered by EM supplementation, such that the mRNA expression decreased (*p* = 0.03) to the ×2.5 and ×5 EM supplementation level compared with the Control treated cells.

**FIGURE 4:**
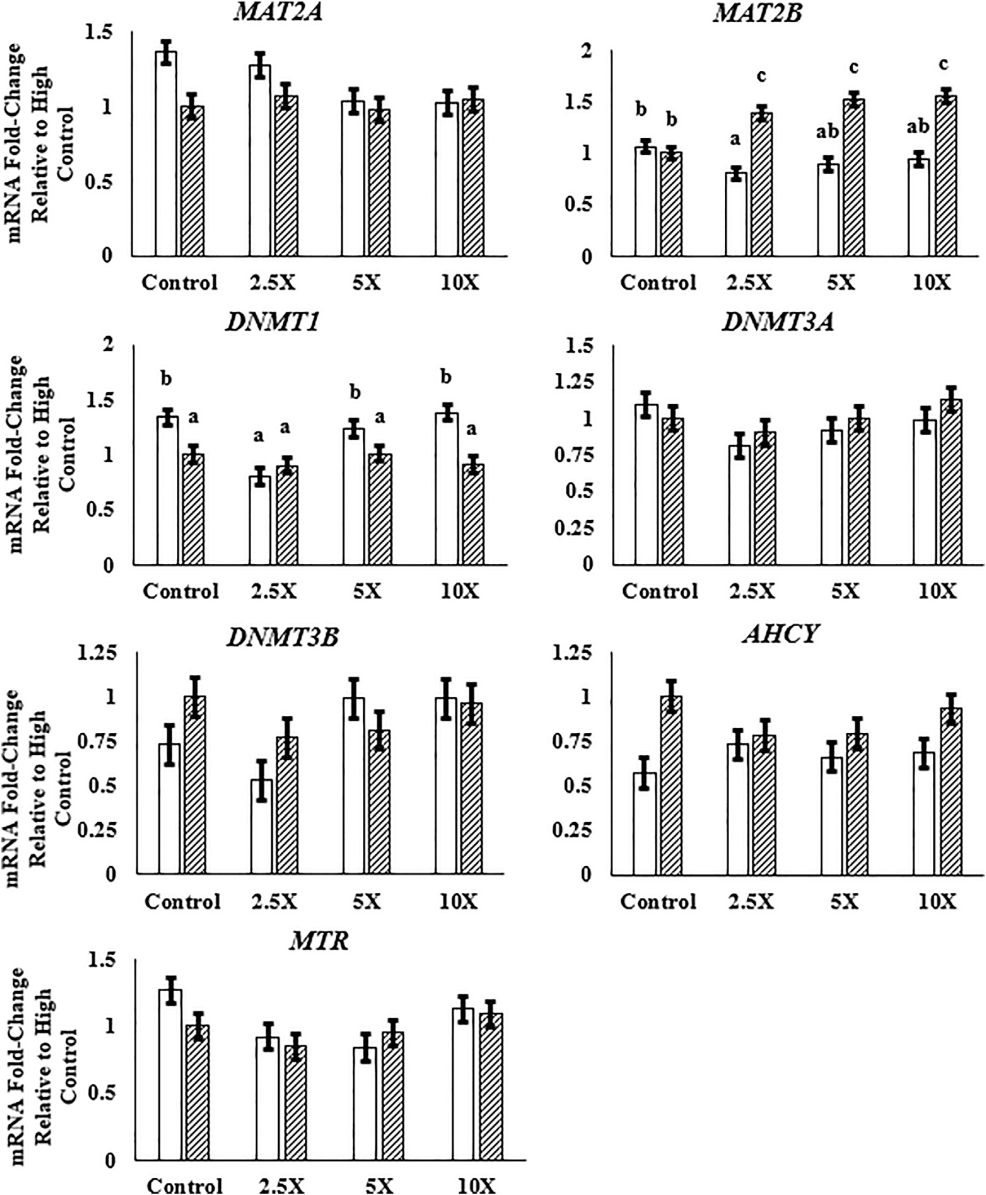
The expression of *MAT2B* is greater with epigenetic modifier (EM) supplementation in High cells, and *DNMT1* expression is lower in High compared with Low cells. High glucose cells are represented by the dashed bar. MAT2A, methionine adenosyltransferase 2A; MAT2B, methionine adenosyltransferase 2B; DNMT1, DNA methyltransferase 1; DNMT3A, DNA methyltransferase 3A; DNMT3B, DNA methyltransferase 3B; AHCY, S-adenosylhomocysteine hydrolase; MTR, methionine synthase. Low glucose cells are represented by the solid white bar. High glucose cells are represented by the dashed bar. Means without a common superscript differ in glucose × EM (*p* ≤ 0.05). Only means that are significant for the glucose × EM interaction will have mean separation. Three replicates per treatment per timepoint were measured. Error bars represent the average standard error of the mean within a glucose level.

### Differentially Methylated Cytosines

The data presented in this section are contrasts of DMC (*p* < 0.01) between treatments and are presented in Figure 5 and the differentially methylated cytosines in the Supplementary Material. 

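The contrasts rest on RRBS of EBTr cells, a line of fibroblasts from the trachea of a bovine embryo. In this assay, DNA is digested with a restriction enzyme, treated with bisulfite and sequenced, so that methylated and unmethylated cytosines are told apart in CpG-rich fragments. There were 3 libraries for each of 6 treatments, Low (1 g/L glucose) and High (4.5 g/L glucose) with EM (folate, choline, vitamin B12 and methionine) at the Control level, ×2.5 or ×5. For methionine, the paper's methods give 2 times the Control level in both supplemented media, while the sample labels give 2.5 and 5 times. The authors mapped the reads to bosTau8 with Bismark, kept cytosines in a CpG context and removed CpGs above the 99.9th percentile of coverage or with fewer than 10 reads. For 31500 CpGs they deposited 1 M-value per library, the log2 ratio of methylated to unmethylated reads with an offset added to both. The paper's text does not name the offset. The values are log ratios and hold no read counts. The depth behind each of them was not derived here, and no interval is given for a single value. An offset pulls an M-value toward 0, and more so where fewer reads cover the CpG. The authors called DMC with edgeR on reads. Here, limma was run on the M-values of all 18 libraries with 1 mean per treatment, and a CpG was called at the unadjusted p-value threshold of 0.01 that the paper uses. If no CpG differed and all libraries were equally noisy, this threshold would give about 315 calls per contrast. Other splits of a contrast's libraries gave 103 calls at the fewest and 1064 at the most over the 10 contrasts. A CpG was methylated where the first treatment had the higher mean and demethylated where it had the lower. Methylation levels in percent were computed back from the M-values and still contain the offset.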

Contrasts comparing High ×2.5 *vs*. High Control and High ×2.5 *vs*. Low ×2.5 had a greater number of methylated cytosines than demethylated cytosines, suggesting genome hypermethylation. The contrast comparing Low ×5 *vs*. Low Control had equal numbers (*n* = 212) of differentially methylated and demethylated cytosines. 

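In the deposited M-values, 757 CpGs differed between Low ×5 and Low Control, of which 562 were methylated and 195 were demethylated in Low ×5. None had an adjusted p-value under 0.05, and 2700 CpGs had an unadjusted p-value under 0.05, where chance gives 1575 with equally noisy libraries. The median difference over all CpGs was 0.10 on the log2 scale. When each library was centred on its median, 306 CpGs were methylated and 412 were demethylated. With all libraries brought to the same distribution of M-values (quantile normalization), which was chosen after seeing the data, the numbers were 282 and 235. Averaged over CpGs less than 100 bp apart, 109 of 2659 clusters of at least 3 CpGs were called. The number of called CpGs was 444 without replicate 2, 386 without replicate 3 and 1083 without replicate 1 of both treatments. The smallest p-value belonged to a CpG at position 144115768 of chromosome 1, which lies between CpGs that the supplementary table assigns to TFF3. Its level was 93.8% ± 0.786 (SD, n = 3) in Low ×5 and 85.2% ± 0.462 in Low Control, a log2 difference of 1.40 (SE 0.23, adjusted p = 0.165, limma with Benjamini-Hochberg adjustment). Between Low ×5 and Low ×2.5, 117 CpGs were called, with 72 methylated and 45 demethylated. That is fewer than the 315 expected with equally noisy libraries, but other splits of these libraries gave 103 to 166. With only the 6 libraries of the contrast fitted, 275 were called, 155 methylated and 120 demethylated, so the number depended on which libraries were fitted. The other alternatives that test single CpGs at this threshold alone gave 89 to 140. Without replicate 1, the split of this contrast turned to 35 methylated and 66 demethylated CpGs.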

The remaining contrasts showed more cytosines that were differentially demethylated.

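For High ×2.5 vs. High Control, 108 CpGs were methylated and 213 were demethylated, a total of 321. For High ×2.5 vs. Low ×2.5, the numbers were 97 and 220, a total of 317. Both totals lie close to the number that chance gives. No CpG of either contrast had an adjusted p-value under 0.05, while 1582 and 1619 had an unadjusted p-value under 0.05. With each library centred on its median, the split was 145 methylated and 183 demethylated for the contrast with High Control, and 152 and 164 for the contrast with Low ×2.5. In the contrast with High Control, the CpG with the smallest p-value was at position 886583 of chromosome 13, in no span of CpGs assigned to 1 gene. It had a level of 20.2% ± 1.20 (SD, n = 3) in High ×2.5 and 9.36% ± 2.13 in High Control, a log2 difference of 1.31 (SE 0.24, adjusted p = 0.693, limma with Benjamini-Hochberg adjustment). In the contrast with Low ×2.5, it was at position 98753884 of chromosome 4, among CpGs assigned to LRGUK, with 78.5% ± 4.55 (SD, n = 3) in High ×2.5 and 90.0% ± 1.38 in Low ×2.5. Its log2 difference was -1.29 (SE 0.23, adjusted p = 0.945, limma).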

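Of the remaining 6 contrasts, 3 had more demethylated than methylated CpGs in the deposited values. In High ×5 vs. High Control, 92 were methylated and 339 demethylated, or 153 and 239 with each library centred on its median. For High ×5 vs. High ×2.5, 143 were methylated and 320 demethylated, or 217 and 258 with each library centred on its median. For High ×5 vs. Low ×5, 96 were methylated and 410 demethylated, or 212 and 232 with each library centred on its median. The other 3 had more methylated CpGs, and in each of them the centred values had more demethylated ones. Low ×2.5 vs. Low Control gave 481 methylated and 148 demethylated CpGs, and 255 and 317 after centring. High Control vs. Low Control gave 435 methylated and 171 demethylated CpGs, and 268 and 308 after centring. High ×5 vs. Low Control gave 296 methylated and 256 demethylated CpGs, and 284 and 309 after centring. After quantile normalization, these 3 contrasts had 267 methylated and 229 demethylated CpGs, 254 methylated and 272 demethylated CpGs and 360 methylated and 348 demethylated CpGs in the same order. Without replicate 3, the split of High ×5 vs. Low Control was 254 methylated and 454 demethylated. The number called for High ×5 vs. Low ×5 was 278 without replicate 2, and that for High ×5 vs. Low Control was 929 without replicate 1. For High Control vs. Low Control, it ranged from 404 without replicate 3 to 986 without replicate 1, and for Low ×2.5 vs. Low Control from 375 to 1241. In this last contrast, the smallest p-value was at position 82597348 of chromosome 15, among CpGs assigned to SELENOH, with a level of 12.8% ± 1.07 (SD, n = 3) in Low ×2.5 and 33.1% ± 9.94 in Low Control. That is a log2 difference of -1.71 (SE 0.29, adjusted p = 0.378, limma with Benjamini-Hochberg adjustment). The size of the change depended on the methylation of the CpG. For Low ×5 vs. Low Control, the mean log2 difference was -0.75 over the 444 CpGs with a mean M-value of -3 or lower and 0.36 over the 5019 CpGs with a mean above 3. For High ×5 vs. Low ×5, these means were 0.52 and -0.31. Over the 8716 CpGs with a mean M-value from -1 to 1, the mean difference lay between -0.02 and 0.02 in the 10 contrasts.

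**Figure D1:**
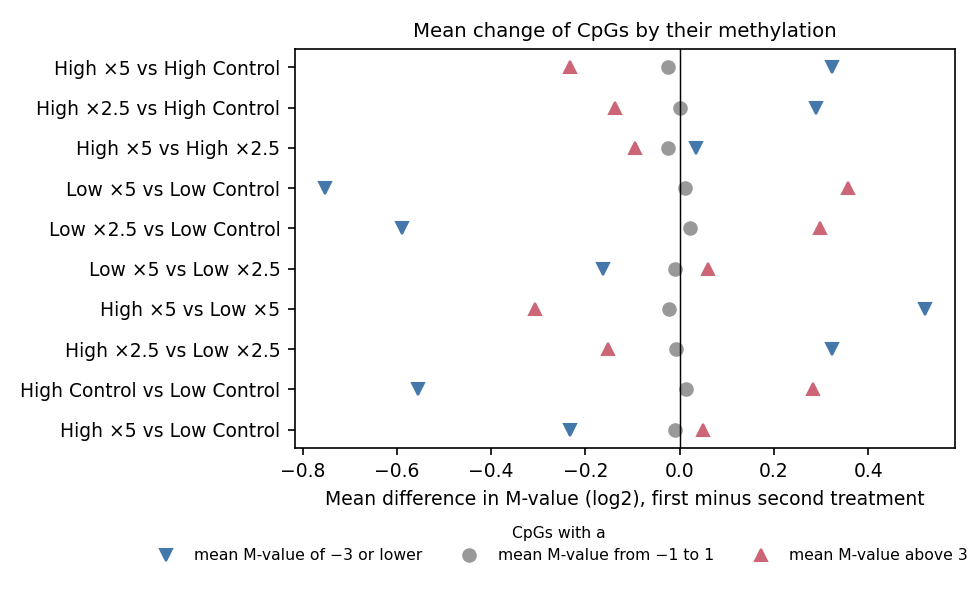
Mean difference in M-value (log2) between the treatments of each of the 10 contrasts, over CpGs with a mean M-value of -3 or lower (downward triangles), from -1 to 1 (circles) and above 3 (upward triangles). The means of the lowest and of the highest CpGs lie on opposite sides of 0 in all 10 contrasts.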

**FIGURE 5:**
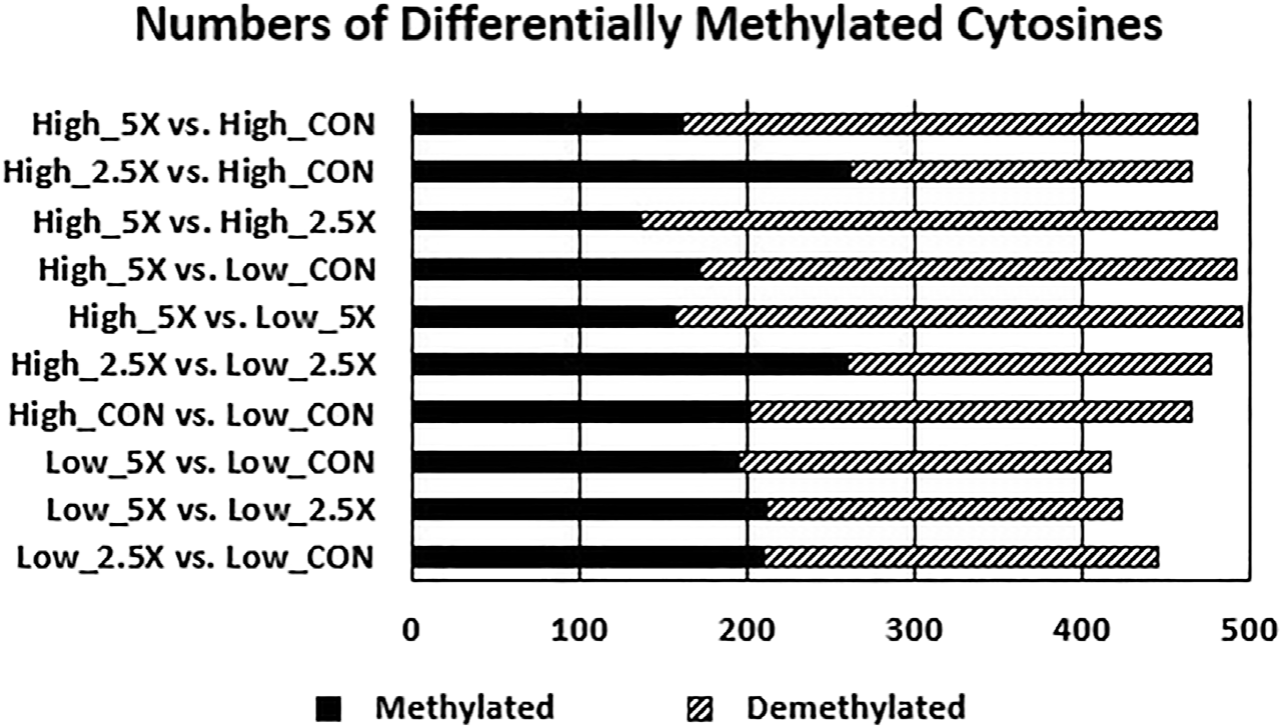
Increasing epigenetic modifier (EM) supplementation decreases the number of methylated cytosines (*p* < 0.01) of embryonic tracheal fibroblast cells across treatments. Data are presented as contrasts between treatments where the number of methylated and demethylated cytosines of the first treatment listed are compared against the second (*i*.*e*., the number of differentially methylated and demethylated cytosines in the High ×5 treatment compared with the High Control treatment showing a greater number of demethylated cytosines compared with methylated cytosines in High ×5 compared with High Control). The differentially methylated and demethylated cytosines were defined based on the sign of the log2 fold change. The number of differentially methylated cytosines are represented by the solid black bar. The number of differentially demethylated cytosines are represented by the dashed bar.

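The mean methylation level over all tested CpGs ranged from 67.2% to 70.0% across the 18 libraries. In Low cells, it was 68.2% ± 1.25 (SD, n = 3 libraries) in the Control, 69.4% ± 0.345 in ×2.5 and 69.5% ± 0.487 in ×5. In High cells, it was 69.2% ± 0.386 in the Control, 68.8% ± 0.824 in ×2.5 and 68.3% ± 0.619 in ×5. The mean of High ×5 was -0.912 percentage points relative to High Control, and all 3 of its libraries lay below all 3 of High Control (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). Low ×5 differed from Low Control by 1.28 points (exact permutation test, p = 0.3), less than the range of the 3 Low Control libraries, which was 67.2% to 69.6%. Differences of ×2.5 from the Control were -0.377 points in High cells (exact p = 0.5) and 1.18 points in Low cells (exact p = 0.3). With 1 replicate number left out, they were as small as -0.0181 points in High cells, without replicate 3, and ranged in Low cells from 0.738 without replicate 3 to 2.02 without replicate 1. The library with the lowest mean, Low Control replicate 3, also had the narrowest spread of M-values (SD 1.58). That with the highest mean, Low ×5 replicate 1, had the widest (SD 1.83). The levels contain the offset, so differences between these means could come from depth and need not be differences in methylation. An F-test of the 6 treatment means called 453 CpGs, none of them with an adjusted p-value under 0.05 (limma with Benjamini-Hochberg adjustment), while 2157 had an unadjusted p-value under 0.05. Without replicate 2 of each treatment, which was chosen after seeing the data, 230 CpGs were called.

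**Figure D2:**
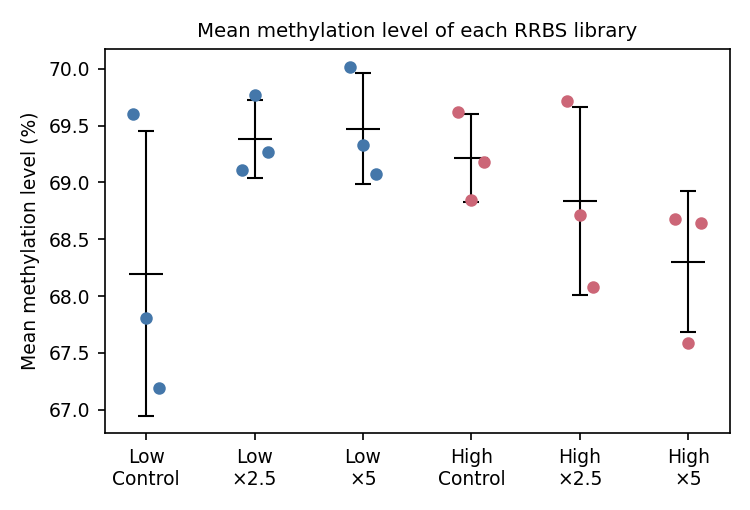
Mean methylation level (%) over all tested CpGs in each of the 18 RRBS libraries (points), by treatment, with the mean and SD of 3 libraries (bars); the axis does not start at 0. Low Control has the widest range of the 6 treatments, from 67.2% to 69.6%. The levels contain the offset and may depend on depth.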

### Overlapping Biological Processes

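The over-represented biological processes of the supplement come in 8 lists, each for 1 contrast. The processes were not tested again, since no process annotation was used here. Instead, the genes of the lists were set beside the called CpGs. Together the lists name 63 genes, of which 62 have tested CpGs assigned to them. A tested CpG was given to a gene where it lay between 2 CpGs that the supplementary tables assign to that gene. The list for Low ×5 vs. Low Control has 31 such genes, of which 25 held a called CpG. Among 10000 random draws of as many CpGs as were called in that contrast, 20.1 of these genes were hit on average, and 0.700% of the draws hit as many. For High ×5 vs. High Control, 14 of 18 genes held a called CpG, with 10.8 on average in the draws and as many in 5.09% of them. For Low ×5 vs. Low ×2.5, it was 4 of 19 genes, with 6.88 on average in the draws. In the other 5 contrasts with a list, between 4.89% and 57.7% of the draws hit as many genes. At p-values under 0.001, Low ×5 vs. Low Control had a called CpG in 6 of its genes, with 6.64 on average in the draws. The lists were drawn by the paper from the same libraries, and neighbouring CpGs vary together, so the draws describe these libraries and are no independent test. A gene of the lists had a median of 23.5 tested CpGs, and the other genes had a median of 19.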

The functional analyses based on the gene lists retrieved 73 significantly over-represented BPs across all comparisons. 

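The genes harboring DMC were assigned in the paper by the closest transcriptional start site, without a limit on the distance. Across the paper's supplementary tables used here, 2939 different CpGs were assigned to 365 genes. The median distance between a listed CpG and the start site was 156 kb, 19 CpGs lay within 1 kb and 1884 (64.1%) lay more than 100 kb away. These distances are those of the supplementary tables, and the paper's text does not name the assembly of their start sites. Of the paper's table for High ×2.5 vs. High Control, 184 of 466 CpGs were used here, and of the table for High ×5 vs. High Control, 0 of 469. The tested CpGs are clustered, in 612 regions separated by more than 10 kb, and 57 of these regions hold 50% of the CpGs. The largest has 988 CpGs, on chromosome 3 of bosTau8 from 82708009 to 82911078. Of all tested CpGs, 25162 (79.9%) lay between CpGs of 1 gene and could be assigned to it.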

The genes harboring DMCs were underlying mainly regulatory functions. Among the 73 gene ontology terms, 49 had the word “regulation”. Among the BPs, we had a positive regulation of different MAPK cascades, phosphorylation, and metabolic process. These BPs were shared across all treatments, except the High ×2.5 *vs*. High Control and High ×5 *vs*. High ×2.5 comparisons, which did not show any significant BP. Figure 6 shows the significantly over-represented BPs within and across all comparisons. The biological processes from all the contrasts are in the biological processes all contrasts of the Supplementary Material.

**FIGURE 6:**
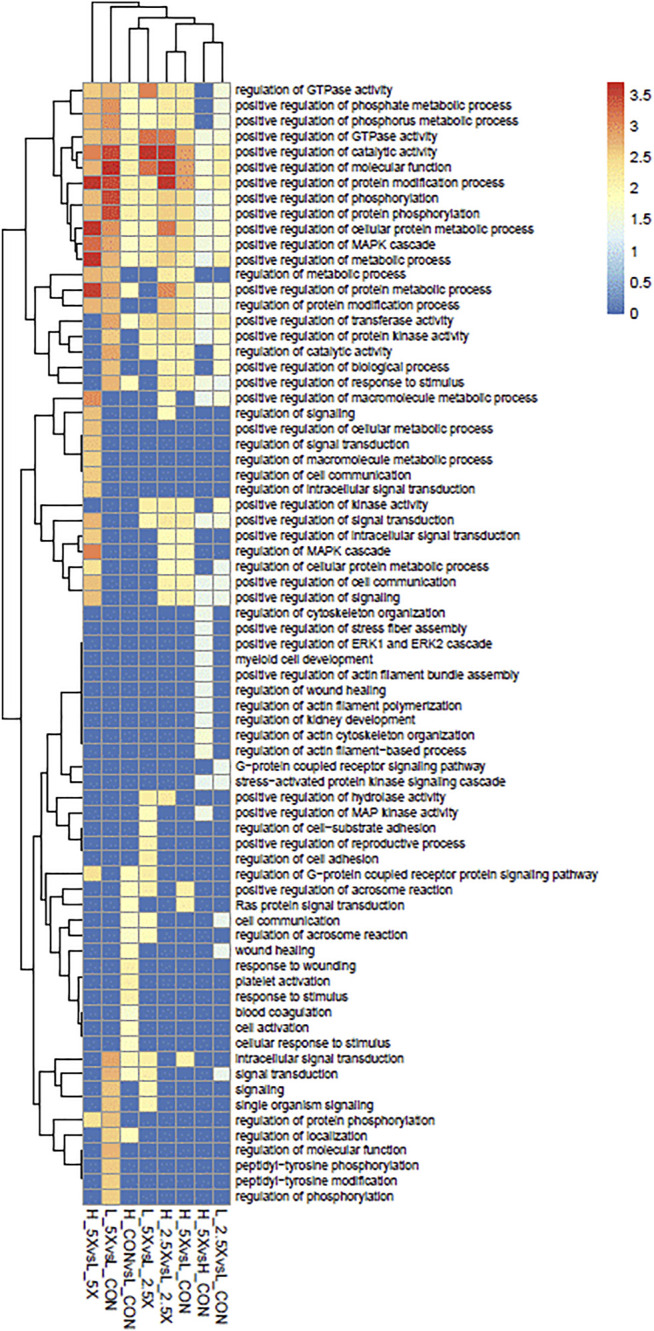
Over-represented biological processes (BPs) of genes with differentially methylated cytosines from embryonic tracheal fibroblast cells treated with different levels of glucose and epigenetic modifiers. The plot is color-coded based on -log10 (false discovery rate) of different BPs.

## Discussion

The objectives of this study were to identify how supplementation of four EM involved in the methionine–folate cycle impacted mitochondrial respiration, cell growth rate, and DNA methylation. Currently, the mechanisms of effects of EM in beef cattle are limited, and thus this study utilized techniques to measure the growth rate, cell proliferation, mitochondrial respiration, and DNA methylation to shed light on the potential mechanisms driving fetal programming in response to EM supplementation. This study is unique in two ways: (1) inclusion of four metabolites and cofactors involved in the methionine–folate cycle pathway and (2) using a bovine model to investigate the effects of supplementing multiple EM on embryonic cell growth, mitochondrial respiration, and cytosine methylation.

In this study, measurements across glucose levels saw expected increases in growth rate and mitochondrial respiration due to the greater energy provided by glucose; however, there were fewer differences in labeling index across glucose levels, and the total percent of proliferating cells decreased as cells became confluent in the well. High treated cells and Low ×5 reached at least 90% confluency; however, Low Control, ×2.5, and ×5 never reached a high percentage of confluency yet still had a decreased labeling index at hour 48, and Low ×10 had the least percentage of proliferating cells at h 72. While the decrease in labeling index for the treatments with the greatest growth rates is most affected due to cell senescence, the decrease in proliferation of Low cells may be due to glucose being consumed and being insufficient for growth for the 72-h period, thus resulting in decreased cell proliferation and growth rates. Additionally, Low ×5 may respond similarly to the effects seen with growth rates in High treated cells where nutrients may be partitioned more efficiently for growth, and thus solidifying that use of these metabolites for positive responses is energy dependent. More research would have to be conducted using labeled metabolites to determine pathway directionality and confirm these hypotheses.

Although labeled as Low and High glucose, the difference of 3.5 g/L between the two treatments is a moderate increase in glucose level, which was designed to mimic small (1.63 *vs*. 1.31 mM and 1.79 *vs*. 1.34 mM: *p* ≤ 0.05) changes in glucose concentrations seen in the allantoic and amniotic fluids of control *vs*. nutrient-restricted heifers (Crouse et al., 2019a). In this study, the measurements of growth rate and mitochondrial respiration improved when given 2.5, 5, and 10 times the EM supplementation of the Control treated cells in High glucose medias; however, in the Low glucose media, growth rate and mitochondrial respiration improved in the ×5 treatment but declined drastically at the ×10 level. Proliferating cells preferentially utilize glucose for energy *vs*. the electron transport chain, which will increase the cellular reactive oxygen species (Antico Arciuch et al., 2012). The data reported within demonstrated cubic responses in both O_2_-linked ATP respiration and non-mitochondrial respiration, suggesting that responses in growth rate may be due to both glycolytic and respiratory ATP production. The one-carbon metabolism pathway also ties to cellular redox quenching through the synthesis of cysteine (Clare et al., 2019), which is a precursor of glutathione, the electron donor for the glutathione peroxidase reaction to reduce radicals such as hydrogen peroxide to water. In mice embryonic fibroblast (3T3-L1) cells, oxidative phosphorylation increases twofold in proliferating cells compared to quiescent cells (Yao et al., 2019). In High glucose cells, supplementation with ×2.5 and ×10 EM increased the oxygen consumption by at least 1.5-fold; however, in the Low glucose cells, increasing the EM only increases oxygen consumption at the ×2.5 supplementation level. In both studies, EBTr and 3T3-L1 are embryonic fibroblasts, and both show similar increases in oxidative phosphorylation and oxygen consumption in cells that are proliferating and growing compared to those of a slower growth rate and lower proliferating percentage. Acosta et al. (2016) reported that embryos collected from dairy cows supplemented with methionine had decreased 5-methylcytosine methylation compared with embryos flushed from cows fed a control diet. Furthermore, these embryos had greater lipid accumulation, which is an energy source for the developing embryo (Sturmey et al., 2009).

To evaluate how changes in DNA methylation may be due to differences in the function of the methionine–folate cycle, the expression of enzyme-coding genes responsible for the generation of SAM, DNA methyltransferases, or remethylation of homocysteine to methionine was measured. Methionine adenosyltransferase 1A and betaine-homocysteine methyltransferase transcripts were not expressed. This was to be expected as these enzymes are limited to function in hepatic tissues (Nordgren et al., 2011; Ji et al., 2012) and the cells utilized in this experiment were tracheal fibroblasts. Methionine adenosyltransferase 2A is responsible for synthesizing SAM from ATP and methionine, while *MAT2B* encodes a regulatory protein for MAT2A (Nordgren et al., 2011). Epigenetic modifier supplementation did not affect the expression of *MAT2A*; however, *MAT2B* expression increased in High treated cells with increasing EM supplementation level. Although regulatory, there were no changes in the expression of *MAT2A*, which would suggest that the change in *MAT2B* expression did not alter the function of MAT2A.

When evaluating methyltransferases, *DNMT3A* and *DNMT3B* expression was not altered by glucose or EM supplementation. Both DNMT3A and DNMT3B are *de novo* methyltransferases responsible for the methylation of early embryos and play critical roles in proper development (Okano et al., 1999). The cells utilized in this experiment are tracheal fibroblasts which would be collected from later-stage embryos. Immediately following fertilization, there is a wave of global demethylation of paternal DNA followed by a slower but complete demethylation of maternal DNA to the 8-cell stage (Morgan et al., 2005; Dobbs et al., 2013; Jiang et al., 2018). The global epigenetic remodeling events take place earlier in embryonic development, and thus a lack in the change in expression of *DNMT3A* and *DNMT3B* is supported by the later stage of embryonic development that this immortalized cell line originated from. In beef cattle, Crouse et al. (2019b) reported that, even at day 50 of gestation, there are changes in the transcript abundance of genes involved in the epigenetic reprogramming of fetal tissue accretion, function, and metabolism. In cattle, organogenesis occurs until approximately day 45 to 50 of gestation (Winter et al., 1942), thus changes to the epigenome, even in the later stages of organogenesis, may further program the embryo, and thus investigation into maintenance methylation is warranted. DNMT1 is a maintenance methyltransferase that identifies regions of hemi-methylated DNA to maintain methylation levels following replication (Hermann et al., 2004). We report an interaction in the mRNA expression of *DNMT1* where the expression level did not change in the High treated cells; however, there was a cubic response in the expression in the Low treated cells where *DNMT1* expression was equal between the Low and High ×2.5 but greater in the Low treated cells in all other EM-supplemented groups within the Low treatment. These data suggest that the increased expression in the Low Control, ×5, and ×10, compared with High-treated cells, would indicate a greater level of maintenance methylation in these treatments compared with the High glucose counterparts. DNA methylation is affected by the presence or absence of metabolites and cofactors necessary for the proper function of the one-carbon metabolism cycle. Data in multiple species has shown that mutation to or deletion of enzymes in the one-carbon metabolism cycle alters embryonic and fetal development (Narisawa et al., 2012; Cai et al., 2021). Furthermore, reduction in epigenetic modifiers to ewes altered the DNA methylation in their lambs at day 90 of gestation, where 88% of differentially methylated loci were hypomethylated or unmethylated (Sinclair et al., 2007). Embryos collected from cows supplemented with methionine or methionine and choline had decreased relative fluorescence for 5-methylcytosine compared to embryos from unsupplemented cows (0.53 and 0.62 *vs*. 0.69; Acosta et al., 2016). When comparing differentially methylated cytosines between High and Low glucose cells within the EM supplementation groups, we found that fewer cytosines were methylated in High cells, except for the comparison between High and Low ×2.5. It is worth mentioning that the expression of *DNMT1* was greater in all Low treatments, except for ×2.5 EM supplementation level. These data suggest that the increased *DNMT1* expression in Low treated cells may have resulted in increased DNMT1 abundance and activity, which would maintain greater levels of methylation compared with the High treated cells. 

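Averaged over the 3 EM levels, 341 CpGs differed between High and Low cells at an unadjusted p-value under 0.01, with 125 methylated and 216 demethylated in High cells. Scalings that by construction remove a shift common to all CpGs of a library gave a nearly even split, which thus neither excludes nor shows such a shift: the numbers were 185 and 167 with libraries centred on the median and, chosen after seeing the data, 189 and 180 after quantile normalization and 190 and 181 with libraries scaled to equal SD. None had an adjusted p-value under 0.05 (limma with Benjamini-Hochberg adjustment), while 1647 had an unadjusted p-value under 0.05. The number ranged from 252 to 341 when each replicate number was left out in turn. The mean methylation level of the 9 High libraries differed from that of the 9 Low libraries by -0.233 percentage points (two-sided exact permutation test within EM level, p = 0.565). Within EM levels, the difference was -1.17 points at ×5 (exact p = 0.1, the smallest possible), -0.544 points at ×2.5 (exact p = 0.4) and 1.02 points at the Control level (exact p = 0.3). Only at the Control level was the mean higher in High cells, and none of the 3 differences can pass 0.05 with 3 libraries against 3. These means contain the offset and may depend on depth. The difference over all EM levels ranged from -0.0579 without replicate 2 to -0.411 without replicate 3, that at ×2.5 from -0.224 without replicate 3 to -1.12 without replicate 1, and that at the Control level from 0.532 to 1.52. In High Control vs. Low Control, the CpG with the smallest p-value was at position 870786 of chromosome 13, among CpGs assigned to PLCB1. Its level was 89.3% ± 3.02 (SD, n = 3) in High Control and 66.4% ± 4.90 in Low Control, a log2 difference of 2.11 (SE 0.33, adjusted p = 0.243, limma with Benjamini-Hochberg adjustment). The cluster of 5 CpGs from 870767 to 870806, which holds this CpG, was tested at the adjusted threshold after seeing the data. Its log2 difference was 1.46 (adjusted p = 0.00707, and 0.00193 after quantile normalization, limma). This adjusted p was not stable, with 0.00411 without replicate 1, 0.503 without replicate 2 and 0.670 without replicate 3.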

Although measurement of the activity of DNMT1 and other methylation enzymes would have contributed to the analysis and interpretation, the combined analysis of mRNA expression and RRBS does allow for the determination of pathway directionality. While this correlation cannot be directly confirmed, it does allow for increased understanding and provides a basis for additional targeted analysis to be conducted in replicated studies *in vivo*.

It should be noted that imbalances in EM, such as that of high folate, may result in hypomethylation (Sable et al., 2015). This may be the case in our cells in which High ×5, compared with all other treatments, showed a greater number of hypomethylated cytosines, although in the case of this study High ×5 had greater growth rates and mitochondrial respiration rates than the ×2.5 and Control treatments. It would be interesting to determine the methylation level of the ×10 supplemented group to determine if a difference in methylation and methylation of particular genes could explain the difference seen in growth rates and mitochondrial respiration. Additionally, because all treatments were supplemented together and not individually, we are unable to determine whether high folate levels alone would result in a similar hypomethylation. 

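High ×5 was compared with High Control, High ×2.5, Low ×5 and Low Control, and not with Low ×2.5. In these 4 contrasts, the methylated share of the called CpGs was 21.3%, 30.9%, 19.0% and 53.6%. In the same order, it was 39.0%, 45.7%, 47.7% and 47.9% with libraries centred on the median and 44.5%, 46.9%, 41.7% and 50.8% after quantile normalization (chosen after seeing the data), both of which by construction remove a shift common to all CpGs, and 35.9% against Low Control without replicate 3. A single CpG passed an adjusted p-value of 0.05, in the contrast with Low ×5. It lies at position 35834463 of chromosome 27 among CpGs assigned to SFRP1, the secreted frizzled-related protein 1 gene, and had a level of 76.9% ± 2.71 (SD, n = 3) in High ×5 and 92.8% ± 1.06 in Low ×5, a log2 difference of -1.97 (SE 0.21, adjusted p = 0.00193, limma with Benjamini-Hochberg adjustment). The same CpG had an adjusted p of 0.443 when only the 6 libraries of the contrast were fitted, 0.234 without replicate 1 and 0.0506 without replicate 3, and it ranged from 0.00149 to 0.443 over all alternatives tried. In the other 3 contrasts, no CpG passed, and the numbers with an unadjusted p-value under 0.05 were 1957, 2004 and 2438. The smallest p-value against High Control was at position 99115179 of chromosome 11, with 85.8% ± 1.47 in High ×5 and 93.6% ± 0.746 in High Control. Against High ×2.5, it was at position 35853033 of chromosome 27, also among the CpGs of SFRP1, where High ×5 had the higher level, 73.6% ± 1.39 against 48.4% ± 7.29. Against Low Control, it was at position 28959908 of chromosome 4 among CpGs assigned to ITGB8, again higher in High ×5, with 82.8% ± 2.63 against 61.3% ± 2.21 and an adjusted p of 0.0611 (limma). Over the alternatives, its adjusted p ranged from 0.0430, with methylation levels as fractions, to 0.999.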

Identifying the most beneficial EM supplement concentrations without inducing toxicity or imbalance when at specific energy balances would be crucial to the translation of this model *in vivo* to avoid aberrant methyl metabolism due to a micronutrient imbalance. Although not an area investigated with this study, global hypomethylation is a marker of most types of cancer (Videtic Paska and Hudler, 2015). The authors are currently unaware of any body of literature in the bovine to suggest an increased or decreased risk of tumorigenesis due to EM supplementation or deficiency. This may be due to B vitamin and methionine synthesis by rumen microbes, thus decreasing the risk of methyl deficiency in ruminants. For the purposes of production agriculture, the utilization of EM in cattle would be targeted to specific timepoints in the production cycle, such as during lactation and breeding (first trimester of pregnancy), in the spring when there is a greater chance of scarcity of nutrients due to drought, during which EM supplementation may be beneficial to improve lactation and programmed development.

MTR expression was affected by EM supplementation, where ×2.5 and ×5 were less than Control and ×10. Increased SAM inhibits methylenetetrahydrofolate reductase, decreasing the availability of the folate cycle methyl donor 5-methyltetrahydrofolate (5-MTF) (Jencks and Mathews, 1987). As the substrate of MTR, decreased 5-MTF may result in decreased mRNA expression of *MTR*, allowing for increased synthesis of nucleotides through the folate-dependent synthesis of purines and thymidylate (Clare et al., 2019). Increases in growth rate with increased EM supplementation may support the decrease in folate-dependent remethylation of homocysteine to methionine and increase in the synthesis of nucleotides to support cell replication and growth.

Reduced representation bisulfite sequencing and pathway analysis were conducted to determine whether the changes seen in the growth rate and mitochondrial function were due to changes in methylation of genes in pathways associated with growth. Regulation of phosphate metabolic processes, positive regulation of metabolic processes, positive regulation of GTPase, and positive regulation of MAPK cascade were common pathways of interest due to roles in protein synthesis, cell division, signal transduction, cell growth and development, and oxidative phosphorylation (Ardito et al., 2017). 

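Each gene that the paper names from its process lists was traced through the CpGs assigned to it. MAP2K6 had 71 tested CpGs, on chromosome 19 from 61926556 to 61938273, and held a called CpG in 3 of the 10 contrasts, 1 call being methylated and 5 demethylated. ARRDC3 had 127 tested CpGs on chromosome 7 from 93156072 to 93165390, with calls in 9 contrasts, 16 methylated and 9 demethylated. SFRP1 had 130, from 35829825 to 35854567 on chromosome 27, and calls in all 10 contrasts, 13 methylated and 19 demethylated. The 331 tested CpGs of IL2, on chromosome 17 from 35643699 to 35648283, were called in 9 contrasts, with 15 methylated and 18 demethylated calls. PDGFA had 2 tested CpGs, at 42903779 and 42903793 of chromosome 25, and neither was called, the smallest unadjusted p-value being 0.0261 (adjusted p = 0.584, limma). RAC1 had no CpG in the part of the supplementary tables used here. The CpGs listed for these genes lay between 25.6 kb, for IL2, and 331 kb, for PDGFA, from the start site by the distances of the supplementary tables, whose assembly of start sites is not named. Apart from the SFRP1 CpG called between High ×5 and Low ×5, no CpG of the 5 genes with tested CpGs had an adjusted p-value under 0.05, the smallest being 0.424 for MAP2K6, 0.340 for ARRDC3 and 0.363 for IL2.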

Multiple genes were identified across biological processes with no distinct methylation patterns except for *ADCYAP1.* Differentially methylated genes, such as *MAP2K6*, *ARRDC3*, *PDGFA*, *SFRP1*, *IL2*, and *RAC1*, are involved with maintaining cell growth rates, activation of GTPases and kinases as well as responses to inflammation and environmental stimulus, all of which affected the differential growth and metabolic rates of the embryonic fibroblasts. The consistent methylation patterns identified with *ADCYAP1* may identify this gene as a target for future study. Specifically, *ADCYAP1*, a gene differentially methylated and over-represented in all biological processes, was also differentially methylated in all treatment comparisons. 

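In the deposited values, 93 tested CpGs lie from the first to the last CpG that the supplementary tables assign to ADCYAP1, which encodes the adenylate cyclase-activating polypeptide 1 (PACAP). They held a called CpG in 9 of the 10 contrasts. The numbers of called CpGs were 8 in Low ×5 vs. Low Control, 7 in High ×5 vs. Low ×5, 6 in High Control vs. Low Control, 5 in High ×5 vs. High Control, 4 in Low ×2.5 vs. Low Control, 3 in High ×5 vs. Low Control, 2 in High ×2.5 vs. High Control, 2 in High ×5 vs. High ×2.5 and 1 in Low ×5 vs. Low ×2.5. In High ×2.5 vs. Low ×2.5 there was none, and the smallest unadjusted p-value among the 93 CpGs was 0.0141 (adjusted p = 0.945, limma). No CpG of the span had an adjusted p-value under 0.05 in any contrast, the smallest being 0.165 (limma) in Low ×5 vs. Low Control. With the replicate number as a block, the CpG at 36389011 had an adjusted p of 0.0394 (limma) in High ×5 vs. Low ×5. Among 2659 clusters of CpGs, tested at the adjusted threshold after seeing the data, the cluster of 4 CpGs from 36390820 to 36390871, of which 3 lie in this span and the last lies past its end, was lower in High ×5 than in High Control, with a log2 difference of -1.22 (adjusted p = 0.0367, and 0.0356 after quantile normalization, limma). With 1 replicate number left out, its adjusted p was 0.210 to 0.990. A span of this size is often hit by chance: of 10000 random draws of as many CpGs as were called, between 60.2% and 89.4% hit the span in 9 contrasts, and 29.6% did so in Low ×5 vs. Low ×2.5. In 4 contrasts, under 5% of the draws held as many CpGs of the span as were called. The counts were not stable: after quantile normalization, 2 CpGs were called in Low ×5 vs. Low Control, 3 in High ×5 vs. Low ×5, 3 in High Control vs. Low Control and 4 in High ×5 vs. High Control. Without replicate 2, Low ×5 vs. Low Control had 3 and High ×5 vs. High Control had 0. In the paper's process lists, ADCYAP1 stands behind 19 to 30 of the 30 terms of each list.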

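Over the CpGs assigned to ADCYAP1, the mean methylation level in High cells was 70.3% ± 0.382 (SD, n = 3 libraries) in the Control, 69.3% ± 0.795 in ×2.5 and 67.8% ± 0.780 in ×5. In Low cells, it was 68.0% ± 1.61 in the Control, 69.8% ± 0.719 in ×2.5 and 70.3% ± 0.639 in ×5. High ×5 differed from High Control by -2.47 percentage points, with no overlap between the libraries (two-sided exact permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). Low ×5 differed from Low Control by 2.31 points (exact p = 0.2), and Low ×5 from Low ×2.5 by 0.420 points (exact p = 0.6), which became -0.342 points without replicate 1. The treatments stood in the same order in the mean over all tested CpGs, within High and within Low cells. After quantile normalization, the span had 69.9% ± 0.0183 in High Control, 68.4% ± 0.622 in High ×5, 68.7% ± 0.389 in Low Control and 69.7% ± 0.177 in Low ×5. Of these CpGs, that with the smallest p-value in the supplementary tables, at position 36389011 of chromosome 24, had 78.2% ± 3.54 in High ×5, 93.9% ± 2.06 in High ×2.5 and 91.4% ± 4.15 in High Control, and 91.8% ± 2.76, 88.4% ± 4.12 and 94.6% ± 3.06 in Low Control, ×2.5 and ×5. Its log2 difference was -1.67 (SE 0.48, adjusted p = 0.622, limma) against High Control and -2.43 (adjusted p = 0.326 without a replicate block) against Low ×5. The change from Control to ×5 differed between High and Low cells by -2.40 at this CpG (SE 0.68, adjusted p = 0.272, limma). The levels in this paragraph contain the offset, which lowers a high level more where fewer reads cover the CpG. Differences at this CpG among the levels from 88.4% to 94.6% could thus come from depth.

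**Figure D3:**
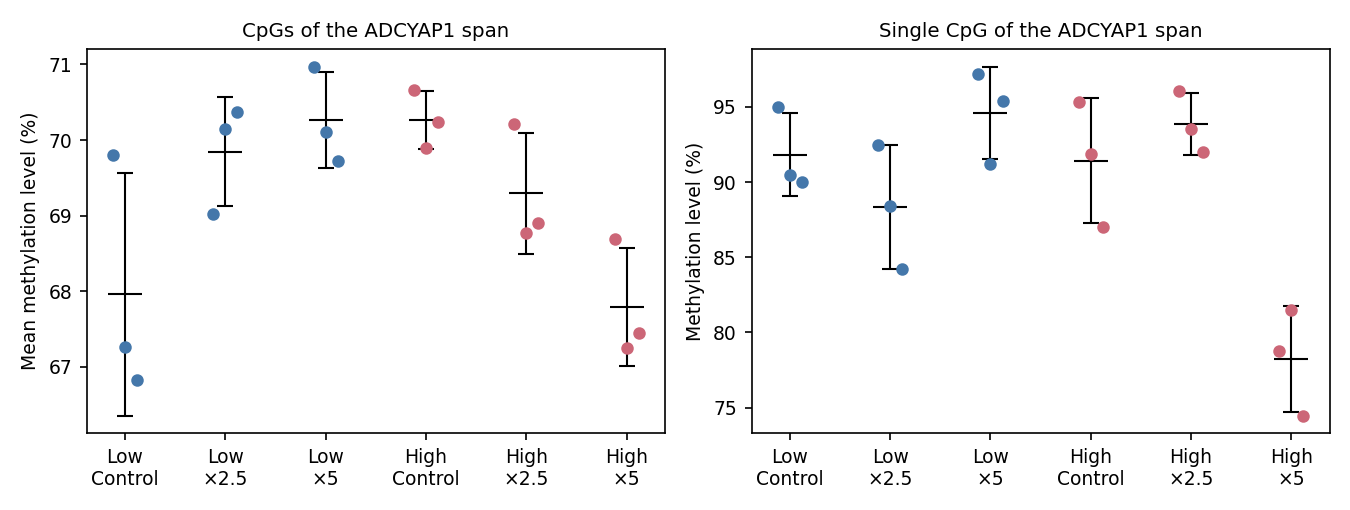
Mean methylation level (%) over the 93 CpGs assigned to ADCYAP1 (left) and level of the CpG at 36389011 (right) in each library (points), by treatment, with the mean and SD of 3 libraries (bars); the axes do not start at 0. At the single CpG, the 3 High ×5 libraries lie between 74.5% and 81.5%, below the other 15 libraries.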

*ADCYAP1*decreased in methylation with increased EM supplementation level in High cells, while it increased in methylation in the Low cells. There is a single CpG island in the promoter region of *ADCYAP1*, and hypermethylation of the promoter region is responsible for transcriptional silencing (Jung et al., 2011) and thus the transcriptional repression of downstream targets. 

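The CpGs assigned to ADCYAP1 in this experiment lie on chromosome 24 of bosTau8 from 36376704 to 36390859. The paper's supplementary table gives the gene on the + strand with a width of 4.14 kb. Its distances place the start site at 36115487, and the paper's text does not name the assembly of these start sites. On that scale, the assigned CpGs lie between 261 and 275 kb from the start site, the first of them 257 kb past the end of the gene. On the same scale, none of the assigned CpGs is in the gene or within 1 kb of its start site. What else lies at these CpGs (exon, intron or intergenic) was not analysed here.

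**Figure D4:**
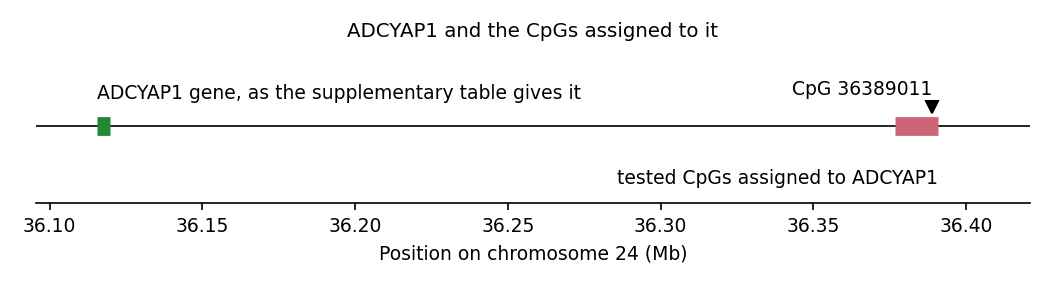
Position (Mb) on chromosome 24 of the ADCYAP1 gene as the paper's supplementary table gives it and of the 93 tested CpGs assigned to it, drawn to scale. The arrowhead marks the CpG at 36389011.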

Decreased methylation of *ADCYAP1* increases transcription in response to glucose concentrations. Increased glucose results in increased cyclic AMP levels, which result in the phosphorylation cascade to increased glucose metabolism (Ravnskjaer et al., 2016). Therefore, differential methylation of *ADCYAP1* in response to glucose treatment and increased EM supplementation in the High cells may explain the increased cell growth rate and proliferation of the High cells compared with the Low as well as the increase in ×2.5, ×5, and ×10 in the High cells.

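Between High and Low cells, the mean methylation level over the CpGs assigned to ADCYAP1 differed by 2.31 percentage points at the Control level, -0.554 at ×2.5 and -2.48 at ×5. High cells thus had the higher level without EM supplementation and the lower level at ×5. The exact two-sided permutation p was 0.1 at the Control level and at ×5, where no library of one glucose level overlapped with the other, and 0.3 at ×2.5. The direction at ×2.5 did not hold in each setting, since the difference was 1.59 points over the 16 CpGs that the supplementary tables list and 0.0192 after quantile normalization. Transcription of ADCYAP1 was not analysed here. From differential methylation of ADCYAP1 with glucose and with EM in High cells, and from literature on the silencing of its promoter by hypermethylation and on glucose raising cyclic AMP and glucose metabolism, the paper proposes differential methylation of this gene as a possible explanation of the faster growth and proliferation of High cells.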

## Conclusion

These novel data presented herein add to previously published data showing the positive benefits of one or two EM and demonstrate that the further inclusion of four EM increases growth rate and mitochondrial respiration depending on cell energy availability. Furthermore, these changes in growth rate and mitochondrial respiration may be driven by differential methylation of genes involved in biological pathways related to phosphorylation and positive regulation of metabolism. Additionally, further research into how the energy status affects EM utilization and whole-body metabolism and growth rate is warranted. These data support the translation of this model to an *in vivo* system and the need to identify how the inclusion of four EM in the diet affects maternal and embryonic metabolism in cattle and humans. Lastly, evaluating the responses of EM supplementation to dams at different energy intakes is warranted to identify whether embryonic responses *in vivo* are similar to responses *in vitro*.

## Data Availability

The datasets presented in this study can be found in online repositories. The name of the repository and accession number can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE180362.

# Supplementary material for: Epigenetic Modifier Supplementation Improves Mitochondrial Respiration and Growth Rates and Alters DNA Methylation of Bovine Embryonic Fibroblast Cells Cultured in Divergent Energy Supply
**Source:** Front Genet. 2022 Feb 24;13:812764. doi: 10.3389/fgene.2022.812764
**Supplement:** Supplementary file 3

| **Supplementary Table 1.** Primers for real-time PCR assays. | | | | | |
| --- | --- | --- | --- | --- | --- |
| Symbol | Gene Name | Assay ID | Primer Efficiency | Linearity | M Value |
| *MAT1A* | Methionine Adenosyltransferase 1A | Bt03235690_m1 | Not Expressed | - | - |
| *MAT2A* | Methionine Adenosyltransferase 2A | Bt03271823_m1 | 89.72 | 0.987 | - |
| *MAT2B* | Methionine Adenosyltransferase 2B | Bt03240156_g1 | 87.61 | 0.994 | - |
| *DNMT1* | DNA Methyltransferase 1 | Bt03224754_m1 | 89.82 | 0.998 | - |
| *DNMT3A* | DNA Methyltransferase 3A | Bt01027164_m1 | 96.80 | 0.951 | - |
| *DNMT3B* | DNA Methyltransferase 3B | Bt03259818_m1 | 91.80 | 0.916 | - |
| *AHCY* | S-Adenosylhomocysteine Hydrolase | Bt03225928_m1 | 94.71 | 0.994 | - |
| *MTR* | Methionine Synthase | Bt03220598_m1 | 89.84 | 0.987 | - |
| *BHMT* | Betaine-Homocysteine S- Methyltransferase | Bt03210343_m1 | Not Expressed | - | - |
| *ACTB* | β-Actin | Bt03279174_g1 | 85.42 | 0.997 | 0.279 |
| *GAPDH* | Glyceraldehyde-3-Phosphate Dehydrogenase | Bt03210913_g1 | 89.05 | 0.996 | 0.297 |
| *SDHA* | Succinate Dehydrogenase | Bt04307498_m1 | 89.80 | 0.996 | 0.254 |

| **Supplementary Table 2.** Growth rate of Embryonic Tracheal Fibroblast (EBTr) cells as influenced by glucose and epigenetic modifiers (EM) level in Eagle’s Minimum Essential Medium (EMEM). | | | | | | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  | Epigenetic Modifiers^1^ | | | |  |  | *P*-value^2^ | | | | | |
| Time, h^3^ | Glucose^4^ | CON | 2.5X | 5X | 10X | Average Glc^5^ | SEM^6^ | Glc | EM | Glc × EM | Linear | Quad | Cubic |
| 12 | Low | 186.0 | 153.4 | 204.1 | 150.5 | 173.5^b^ | 16.2 | < 0.01 | 0.03 | 0.08 | 0.10 | 0.13 | < 0.01 |
|  | High | 219.2 | 199.2 | 220.4 | 229.9 | 217.2^a^ |  |  |  |  | 0.35 | 0.47 | 0.30 |
|  | EMAvg^7^ | 202.6^c^ | 176.3^cd^ | 212.2^c^ | 190.2^cd^ |  |  |  |  |  |  |  |  |
| 24 | Low | 257.5^gh^ | 211.3^i^ | 269.7^fg^ | 224.9^hi^ | 240.9 | 17.2 | < 0.01 | 0.12 | 0.01 | 0.21 | 0.51 | < 0.01 |
|  | High | 301.1^e^ | 298.8^ef^ | 296.7^ef^ | 332.9^e^ | 307.4 |  |  |  |  | 0.13 | 0.30 | 0.80 |
|  | EM Avg | 279.3 | 255.1 | 283.2 | 278.9 |  |  |  |  |  |  |  |  |
| 36 | Low | 324.5^h^ | 311.8^h^ | 416.9^g^ | 337.0^h^ | 347.5 | 22.1 | < 0.01 | < 0.01 | < 0.01 | 0.04 | < 0.01 | < 0.01 |
|  | High | 453.5^g^ | 534.0^f^ | 519.3^f^ | 595.6^e^ | 525.6 |  |  |  |  | < 0.01 | 0.60 | 0.11 |
|  | EM Avg | 389.0 | 422.9 | 468.1 | 466.3 |  |  |  |  |  |  |  |  |
| 48 | Low | 489.1^g^ | 458.2^g^ | 591.3^ef^ | 347.1^h^ | 471.3 | 43.4 | < 0.01 | 0.05 | < 0.01 | < 0.01 | < 0.01 | 0.01 |
|  | High | 524.6^fg^ | 658.7^e^ | 552.1^fg^ | 632.9^ef^ | 592.1 |  |  |  |  | 0.18 | 0.63 | 0.02 |
|  | EM Avg | 506.8 | 558.5 | 571.7 | 490.0 |  |  |  |  |  |  |  |  |
| 72 | Low | 707.8^h^ | 641.4^h^ | 1020.7^g^ | 636.3^h^ | 751.6 | 56.5 | < 0.01 | < 0.01 | < 0.01 | 0.79 | < 0.01 | < 0.01 |
|  | High | 1029.1^g^ | 1256.1^f^ | 1227.6^f^ | 1620.6^e^ | 1283.4 |  |  |  |  | < 0.01 | 0.38 | 0.02 |
|  | EM Avg | 868.5 | 948.7 | 1124.2 | 1128.5 |  |  |  |  |  |  |  |  |
| ^1^CON = Basal concentrations of Methionine, Folate, and Choline in EMEM media with 4 µmol/L Vitamin B_12_. 2.5X, 5X, 10X = 2.5, 5, and 10 times the concentration of Folate, Choline, and Vitamin B_12_ in CON media. Methionine limited to 2X CON.  ^2^Probability values for the effects of glucose, EM, and the interaction. Linear, quadratic, and cubic polynomial contrasts for the effect of glucose and increasing EM supplementation on growth rate of EBTr cells within glucose level.  ^3^Hours after plating.  ^4^Low = 1 g/L glucose and High = 4.5 g/L glucose in culture media.  ^5^Average growth rate within glucose level.  ^6^Standard error of the mean for the interaction of glucose and EM level.  ^7^Average growth rate within EM supplementation level.  ^a-b^Means within a column without a common superscript differ. Only presented in the lack of the Glc × EM interaction.  ^c-d^Means within a EM without a common superscript differ. Only presented in the lack of the Glc × EM interaction.  ^e-i^Means within an hour without a common superscript differ. | | | | | | | | | | | | | |

| **Supplementary Table 3.** Labeling index (cell proliferation) of Embryonic Tracheal Fibroblast (EBTr) cells stained with Ki67 as influenced by glucose and epigenetic modifier (EM) level in Eagle’s Minimum Essential Medium (EMEM)^1^. | | | | | | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  | One-Carbon Metabolites^2^ | | | |  |  | *P*-value^3^ | | | | | |
| Time, h^4^ | Glucose^5^ | CON | 2.5X | 5X | 10X | Average Glc^6^ | SEM^7^ | Glc | EM | Glc × EM | Linear | Quad | Cubic |
| 1 | Low | 30.67^a^ | 32.13^a^ | 32.28^a^ | 37.86^b^ | 33.23 | 1.85 | 0.44 | 0.77 | 0.05 | 0.50 | 0.14 | 0.27 |
|  | High | 32.59^ab^ | 32.50^ab^ | 35.73^ab^ | 30.60^a^ | 32.85 |  |  |  |  | 0.03 | 0.50 | 0.67 |
|  | EM Avg^8^ | 31.63 | 32.32 | 34.00 | 34.23 |  |  |  |  |  |  |  |  |
| 12 | Low | 9.73 | 11.69 | 12.57 | 12.25 | 11.56 | 2.01 | 0.19 | 0.60 | 0.65 | 0.14 | 0.19 | 0.91 |
|  | High | 10.35 | 13.91 | 13.28 | 10.83 | 12.09 |  |  |  |  | 0.87 | 0.14 | 0.55 |
|  | EM Avg | 10.04 | 12.80 | 12.93 | 11.54 |  |  |  |  |  |  |  |  |
| 24 | Low | 13.46^ab^ | 15.34^ab^ | 14.63^ab^ | 12.46^a^ | 13.97 | 1.40 | 0.03 | 0.07 | 0.02 | 0.25 | 0.09 | 0.49 |
|  | High | 12.85^a^ | 16.40^b^ | 15.03^ab^ | 18.41^c^ | 15.67 |  |  |  |  | 0.01 | 0.78 | 0.10 |
|  | EM Avg | 13.15 | 13.87 | 14.83 | 15.44 |  |  |  |  |  |  |  |  |
| 36 | Low | 10.56^bc^ | 11.55^bc^ | 10.32^bc^ | 8.49^a^ | 10.23 | 0.77 | 0.75 | 0.06 | 0.02 | 0.01 | 0.10 | 0.24 |
|  | High | 10.14^bc^ | 10.50^c^ | 9.02^ab^ | 10.75^c^ | 10.10 |  |  |  |  | 0.62 | 0.15 | 0.11 |
|  | EM Avg | 10.35 | 11.02 | 9.67 | 9.62 |  |  |  |  |  |  |  |  |
| 48 | Low | 8.88^ab^ | 7.39^a^ | 9.27^ab^ | 7.98^a^ | 8.38 | 1.02 | <0.01 | 0.56 | 0.03 | 0.71 | 0.86 | 0.07 |
|  | High | 10.43^bc^ | 12.21^cd^ | 11.00^bc^ | 13.25^d^ | 11.72 |  |  |  |  | 0.05 | 0.80 | 0.11 |
|  | EM Avg | 9.65 | 9.80 | 10.13 | 10.62 |  |  |  |  |  |  |  |  |
| 72 | Low | 5.59^d^ | 4.53^abc^ | 4.99^bcd^ | 3.87^a^ | 4.74 | 0.48 | 0.74 | 0.83 | 0.01 | 0.04 | 0.94 | 0.19 |
|  | High | 4.36^ab^ | 4.78^abcd^ | 4.63^abcd^ | 5.41^cd^ | 4.80 |  |  |  |  | <0.01 | 0.56 | 0.19 |
|  | EM Avg | 4.97 | 4.66 | 4.81 | 4.64 |  |  |  |  |  |  |  |  |
| ^1^Labeling index = % of positively stained cells with Ki67.  ^2^CON = Basal concentrations of Methionine, Folate, and Choline in EMEM media with 4 µmol/L Vitamin B_12_. 2.5X, 5X, 10X = 2.5, 5, and 10 times the concentration of Folate, Choline, and Vitamin B_12_ in CON media. Methionine limited to 2X CON.  3Probability values for the effects of glucose, EM, and the interaction. Linear, quadratic (Quad), and cubic polynomial contrasts for the effect of glucose and increasing EM on growth rate of EBTr cells within glucose level.  ^4^Hours after plating.  ^5^Low = 1 g/L glucose and High = 4.5 g/L glucose in culture media.  ^6^Average growth rate within glucose level.  ^7^Standard error of the mean for the interaction of glucose and EM level.  ^8^Average growth rate within EM supplementation level.  ^a-d^Means within an hour without a common superscript differ. | | | | | | | | | | | | | |

| **Supplementary Table 4.** Mitochondrial respiration parameters of Embryonic Tracheal Fibroblast (EBTr) cells as influenced by glucose and epigenetic modifiers (EM) level in Eagle’s Minimum Essential Medium (EMEM).^1^ | | | | | | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  | EM Concentrations^2^ | | | |  |  | *P* – values^3^ | | | | | |
| Meas^4^ | Glc^5^ | CON | 2.5X | 5X | 10X | Avg Glc^6^ | SEM | Glc | EMM | Glc × EM | Linear | Quad | Cubic |
| Baseline | Low | 26.2^a^ | 34.0^c^ | 26.7^a^ | 26.6^a^ | 28.1 | 0.52 | 0.01 | 0.01 | 0.01 | 0.01 | 0.01 | 0.01 |
|  | High | 28.5^b^ | 38.7^d^ | 34.1^c^ | 37.9^d^ | 34.8 |  |  |  |  | 0.01 | 0.01 | 0.01 |
|  | EM Avg^7^ | 27.3 | 36.4 | 30.4 | 31.8 |  |  |  |  |  |  |  |  |
| O_2_-linked ATP | Low | 16.3^a^ | 21.6^b^ | 16.3^a^ | 14.5^a^ | 17.2 | 0.61 | 0.01 | 0.01 | 0.01 | 0.01 | 0.01 | 0.01 |
|  | High | 20.3^b^ | 24.0^c^ | 23.4^c^ | 24.1^c^ | 22.9 |  |  |  |  | 0.01 | 0.02 | 0.04 |
|  | EM Avg | 18.2 | 22.8 | 19.8 | 19.3 |  |  |  |  |  |  |  |  |
| Maximal Resp | Low | 43.0 | 53.0 | 48.8 | 36.5 | 45.3 | 2.65 | 0.01 | 0.01 | 0.01 | 0.05 | 0.01 | 0.26 |
|  | High | 43.0 | 64.7 | 51.2 | 65.5 | 56.1 |  |  |  |  | 0.01 | 0.19 | 0.01 |
|  | EM Avg | 43.0 | 58.8 | 50.0 | 51.0 |  |  |  |  |  |  |  |  |
| Reserve capacity | Low | 16.9^abc^ | 19.0^bc^ | 22.1^cd^ | 10.8^a^ | 17.2 | 2.25 | 0.02 | 0.06 | 0.01 | 0.11 | 0.04 | 0.47 |
|  | High | 14.5^ab^ | 26.0^d^ | 17.0^abc^ | 27.6^d^ | 21.3 |  |  |  |  | 0.01 | 0.99 | 0.01 |
|  | EM Avg | 15.7 | 22.5 | 19.6 | 19.2 |  |  |  |  |  |  |  |  |
| Proton leak | Low | 3.3 | 3.5 | 5.1 | 4.5 | 4.1 | 0.75 | 0.06 | 0.44 | 0.48 | 0.35 | 0.47 | 0.46 |
|  | High | 3.5 | 2.3 | 3.0 | 3.3 | 3.0 |  |  |  |  | 0.85 | 0.07 | 0.07 |
|  | EM Avg | 3.4 | 2.9 | 4.0 | 3.9 |  |  |  |  |  |  |  |  |
| Non-mito resp. | Low | 6.6^b^ | 8.9^d^ | 5.3^a^ | 6.7^bc^ | 6.9 | 0.38 | 0.01 | 0.01 | 0.01 | 0.13 | 0.76 | 0.01 |
|  | High | 4.9^a^ | 12.5^f^ | 7.8^cd^ | 10.5^e^ | 8.9 |  |  |  |  | 0.01 | 0.01 | 0.01 |
|  | EM Avg | 5.8 | 10.7 | 6.5 | 8.6 |  |  |  |  |  |  |  |  |
| ^1^O_2_ consumption pmol/min/cells scaled to 10,000 cells  ^2^CON = Basal concentrations of Methionine, Folate, and Choline in EMEM media with 4 µmol/L Vitamin B_12_. 2.5X, 5X, 10X = 2.5, 5, and 10 times the concentration of Folate, Choline, and Vitamin B_12_ in CON media. Methionine limited to 2X CON.  ^3^Probability values for the effect of glucose, epigenetic modifier, and the interaction. Polynomial contrasts within glucose level across EM include linear, quadratic, and cubic.  ^4^Measurement: Baseline = Basal cellular respiration. O2-linked ATP synthesis = baseline O_2_ consumption minus Oligomycin. Reserve capacity = maximal respiration minus baseline. Proton leak = oligomycin O_2_ minus non-mitochondrial respiration. Non-mitochondrial respiration (Non-mito resp.) = O_2_ consumption after rotenone/antimycin A.  ^5^Glucose concentrations in EMEM media. Low = 1 g/L. High = 4.5 g/L.  ^6^Average mitochondrial respiration parameter within a glucose level.  ^7^Average mitochondrial respiration parameter within an EM level.  ^a-f^Means within a measurement without common superscript within row and column differ. | | | | | | | | | | | | | |

| **Supplementary Table 5.** Growth rate of Embryonic Tracheal Fibroblast (EBTr) cells as influenced by glucose and epigenetic modifiers (EM) level in Eagle’s Minimum Essential Medium (EMEM). | | | | | | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  | Epigenetic Modifiers^1^ | | | |  |  | *P*-value^2^ | | | | | |
| Gene^3^ | Glucose^4^ | CON | 2.5X | 5X | 10X | Average Glc^5^ | SEM^6^ | Glc | EM | Glc × EM | Linear | Quad | Cubic |
| *MAT2A* | Low | 1.36 | 1.27 | 1.03 | 1.02 | 1.17^a^ | 0.08 | 0.02 | 0.09 | 0.11 | 0.02 | 0.28 | 0.38 |
|  | High | 1.00 | 1.07 | 0.98 | 1.05 | 1.03^b^ |  |  |  |  | 0.76 | 0.85 | 0.25 |
|  | EMAvg^7^ | 1.18 | 1.17 | 1.00 | 1.04 |  |  |  |  |  |  |  |  |
| *MAT2B* | Low | 1.06^d^ | 0.80^c^ | 0.89^cd^ | 0.94^cd^ | 0.92 | 0.06 | < 0.01 | 0.02 | < 0.01 | 0.43 | 0.01 | 0.03 |
|  | High | 1.00^d^ | 1.39^e^ | 1.52^e^ | 1.55^e^ | 1.36 |  |  |  |  | 0.01 | 0.02 | 0.53 |
|  | EM Avg | 1.03 | 1.09 | 1.20 | 1.25 |  |  |  |  |  |  |  |  |
| *DNMT1* | Low | 1.34^d^ | 0.80^d^ | 1.24^d^ | 1.38^d^ | 1.19 | 0.08 | < 0.01 | < 0.01 | 0.01 | 0.06 | 0.01 | 0.01 |
|  | High | 1.00^c^ | 0.90^c^ | 1.01^c^ | 0.91^c^ | 0.96 |  |  |  |  | 0.64 | 0.92 | 0.29 |
|  | EM Avg | 1.17 | 0.85 | 1.13 | 1.15 |  |  |  |  |  |  |  |  |
| *DNMT3A* | Low | 1.09 | 0.81 | 0.92 | 0.99 | 0.95 | 0.08 | 0.36 | 0.09 | 0.52 | 0.84 | 0.14 | 0.22 |
|  | High | 1.00 | 0.90 | 1.00 | 1.13 | 1.01 |  |  |  |  | 0.09 | 0.24 | 0.37 |
|  | EM Avg | 1.05 | 0.86 | 0.96 | 1.06 |  |  |  |  |  |  |  |  |
| *DNMT3B* | Low | 0.73 | 0.53 | 1.00 | 1.00 | 0.81 | 0.12 | 0.41 | 0.07 | 0.20 | 0.01 | 0.98 | 0.01 |
|  | High | 1.00 | 0.77 | 0.81 | 0.96 | 0.89 |  |  |  |  | 0.94 | 0.26 | 0.65 |
|  | EM Avg | 0.86 | 0.65 | 0.90 | 0.98 |  |  |  |  |  |  |  |  |
| *AHCY* | Low | 0.57 | 0.73 | 0.66 | 0.68 | 0.66^b^ | 0.08 | < 0.01 | 0.78 | 0.15 | 0.35 | 0.21 | 0.11 |
|  | High | 1.00 | 0.78 | 0.79 | 0.93 | 0.87^a^ |  |  |  |  | 0.90 | 0.13 | 0.63 |
|  | EM Avg | 0.78 | 0.76 | 0.72 | 0.80 |  |  |  |  |  |  |  |  |
| *MTR* | Low | 1.27 | 0.92 | 0.94 | 1.13 | 1.04 | 0.10 | 0.33 | 0.03 | 0.31 | 0.56 | 0.01 | 0.70 |
|  | High | 1.00 | 0.85 | 0.94 | 1.09 | 0.97 |  |  |  |  | 0.35 | 0.28 | 0.45 |
|  | EM Avg | 1.13^f^ | 0.88^g^ | 0.89^g^ | 1.11^f^ |  |  |  |  |  |  |  |  |
| ^1^CON = Basal concentrations of Methionine, Folate, and Choline in EMEM media with 4 µmol/L Vitamin B_12_. 2.5X, 5X, 10X = 2.5, 5, and 10 times the concentration of Folate, Choline, and Vitamin B_12_ in CON media. Methionine limited to 2X CON.  ^2^Probability values for the effects of glucose, EM, and the interaction. Linear, quadratic, and cubic polynomial contrasts for the effect of glucose and increasing EM supplementation on growth rate of EBTr cells within glucose level.  ^3^*MAT2A* and *2B*: Methionine Adenosyltransferase 2A and 2B. *DNMT1*, 3A, and 3B: DNA Methyltransferase 1, 3A, and 3B. *AHCY*: S-Adenosylhomocysteine Hydrolase, and *MTR*: Methionine Synthase.  ^4^Low = 1 g/L glucose and High = 4.5 g/L glucose in culture media.  ^5^Average mRNA expression within glucose level.  ^6^Standard error of the mean for the interaction of glucose and EM level.  ^7^Average mRNA expression within EM supplementation level.  ^a-b^Means within a column without a common superscript differ. Only presented in the lack of the Glc × EM interaction.  ^f-g^Means within a EM without a common superscript differ. Only presented in the lack of the Glc × EM interaction.  ^c-e^Means within a gene without a common superscript differ. | | | | | | | | | | | | | |

# Supplementary material for: Epigenetic Modifier Supplementation Improves Mitochondrial Respiration and Growth Rates and Alters DNA Methylation of Bovine Embryonic Fibroblast Cells Cultured in Divergent Energy Supply
**Source:** Front Genet. 2022 Feb 24;13:812764. doi: 10.3389/fgene.2022.812764

### Polynomial Contrasts:

The difference in statistical analysis between an ANOVA and the polynomial contrast is that the polynomial contrast combines all 4 levels of EM within a glucose level into one analysis and measures for linear, quadratic, or cubic increases/decreases in means with increasing supplementation level within a glucose treatment. By doing this measurement, it increases the power of the test compared with the MIXED model which evaluates each glucose and EM treatment mean independently. Because there are 4 treatments within a glucose level, there can be three contrasts run, linear, quadratic, and cubic. These contrasts are conducted as a linear, quadratic, or cubic response from Control to 10X. In the graphs below, the highest order statistically significant contrast is presented. Low contrasts are solid black lines. High contrasts are the dashed lines. Only measurements with significant polynomial contrasts are presented for visualization, and only highest order significant polynomial contrasts are visualized.

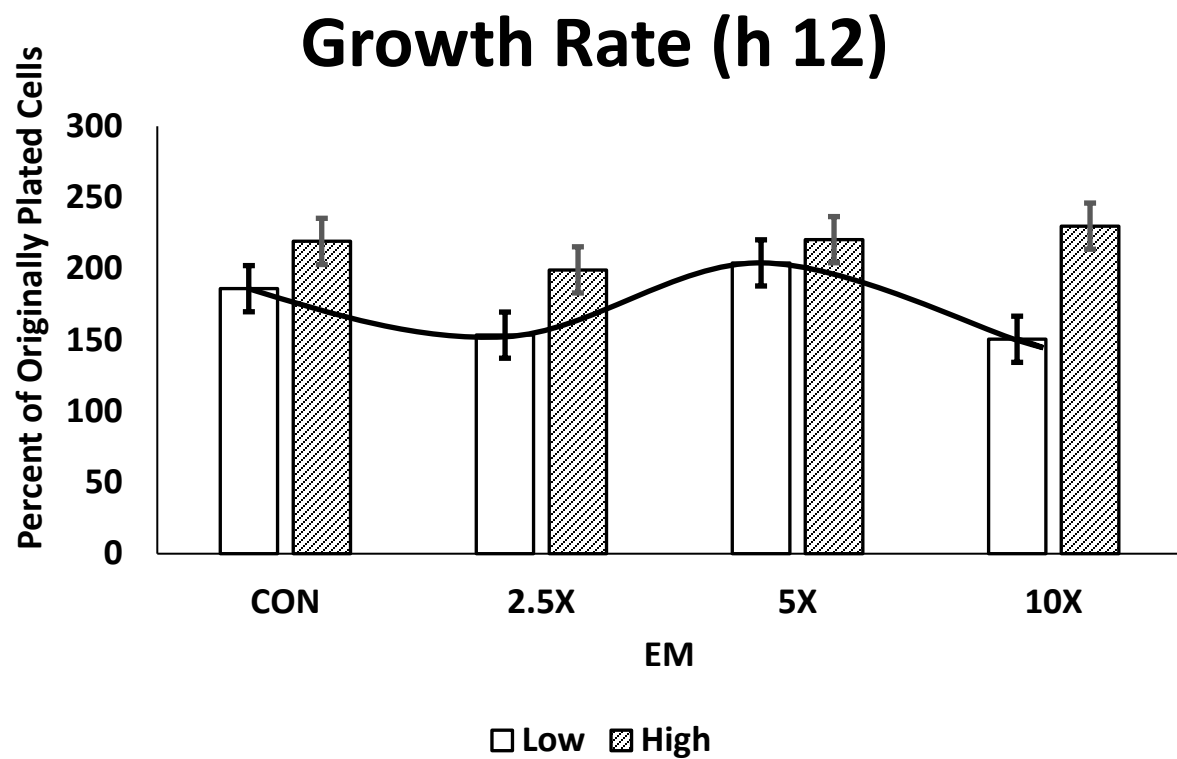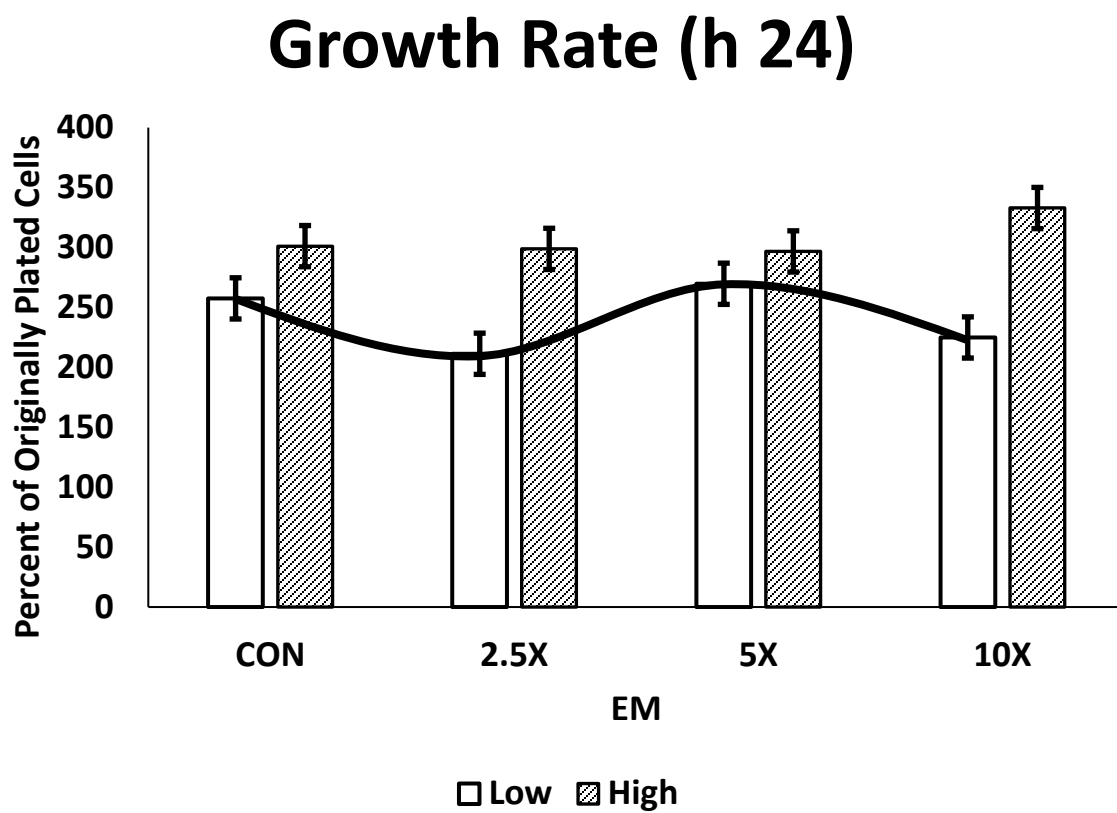

## Growth Rate (h 36)

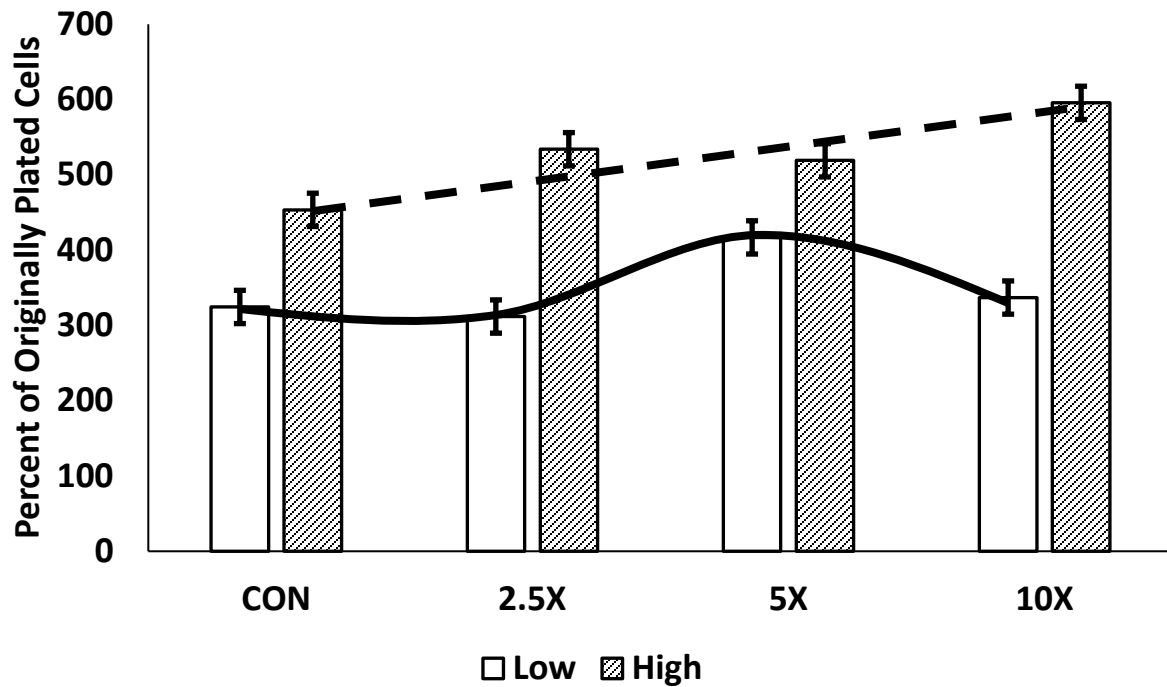

## Growth Rate (h 48)

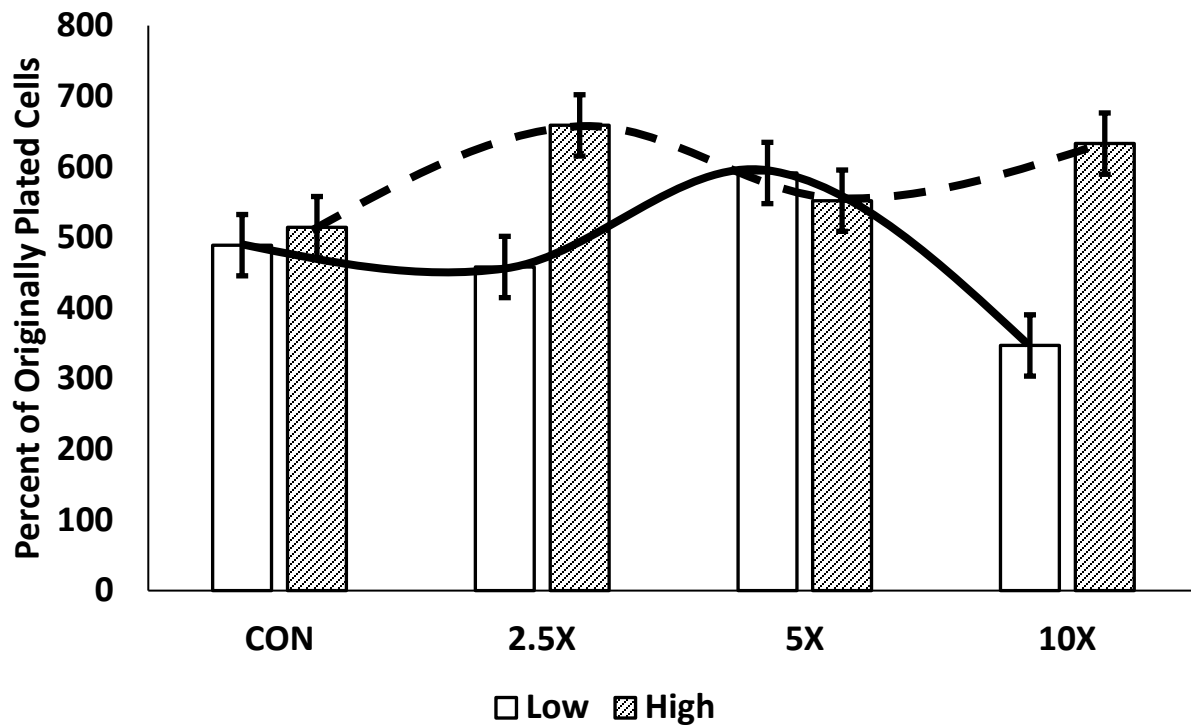

## Growth Rate (h 72)

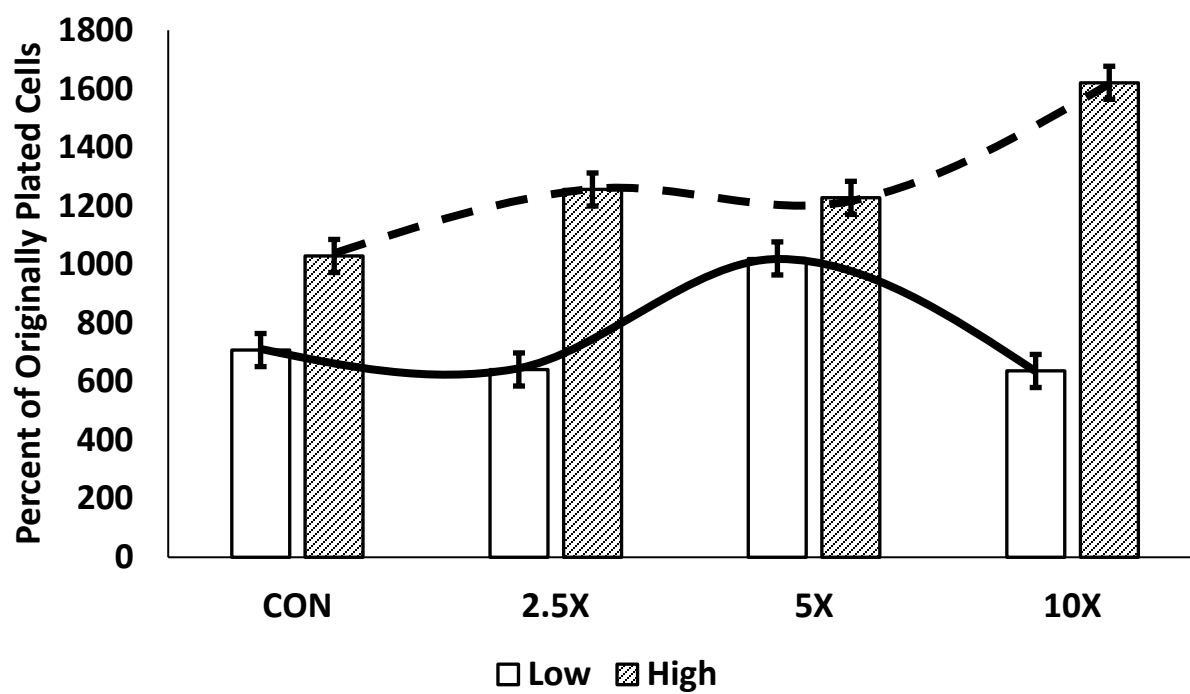

## Labeling Index (h 24)

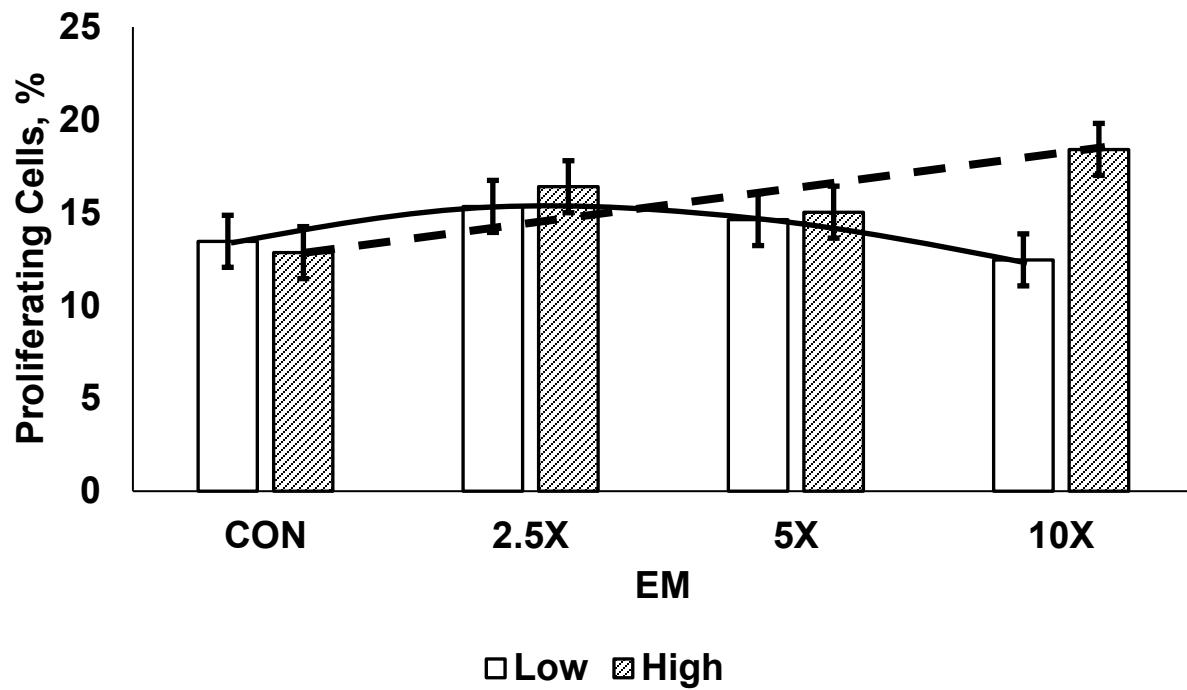

## Labeling Index (h 36)

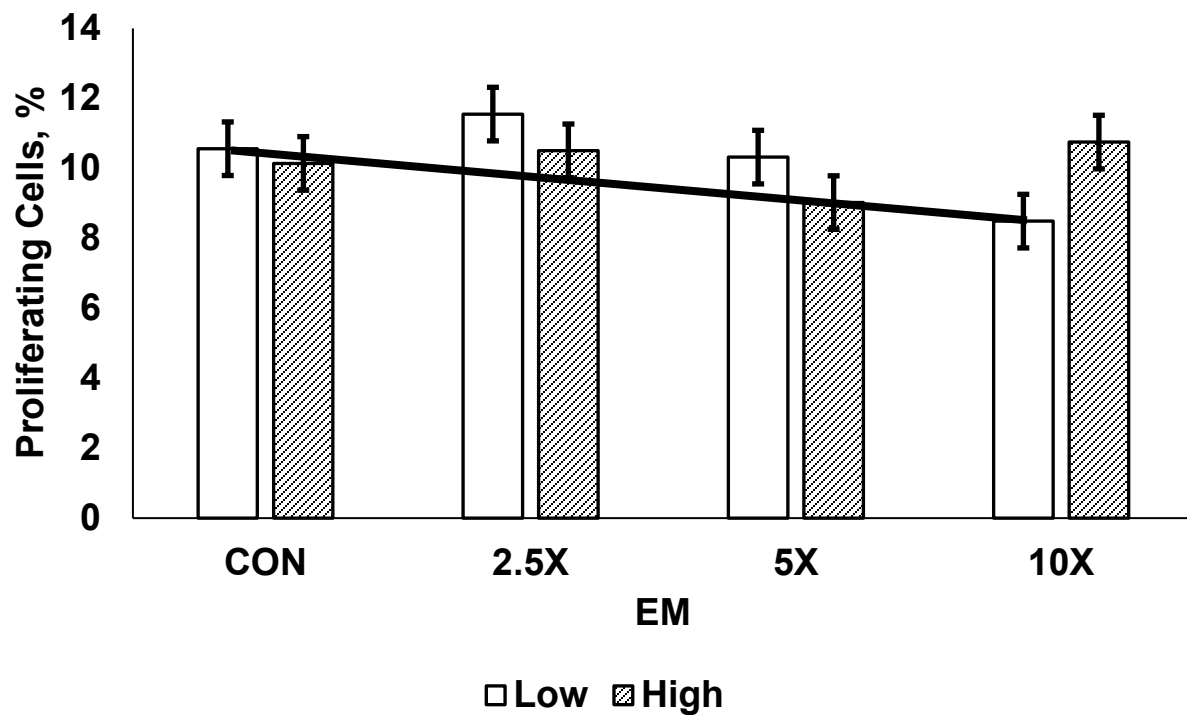

## Labeling Index (h 48)

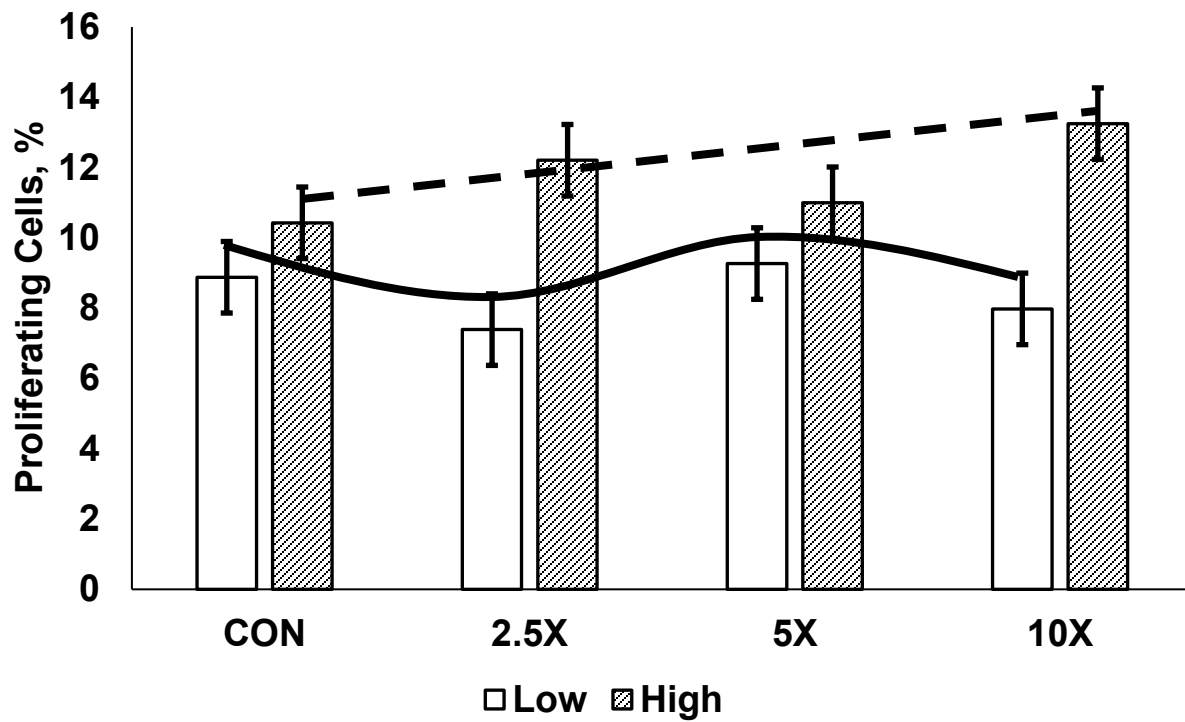

## Labeling Index (h 72)

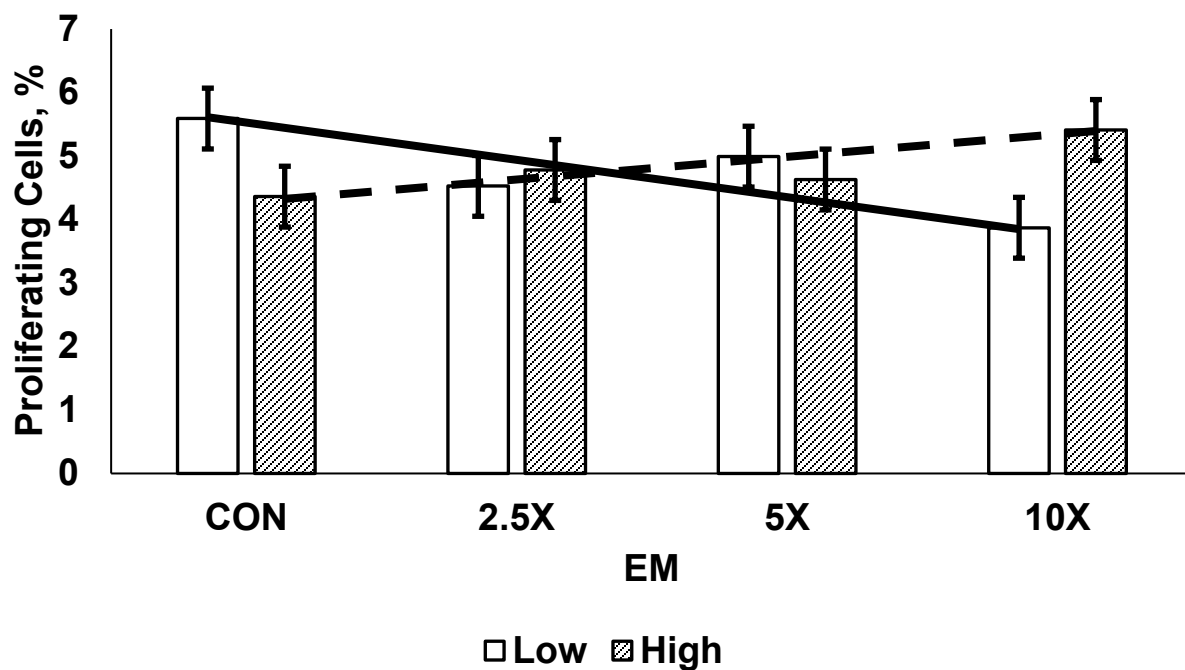

## Basal Respiration

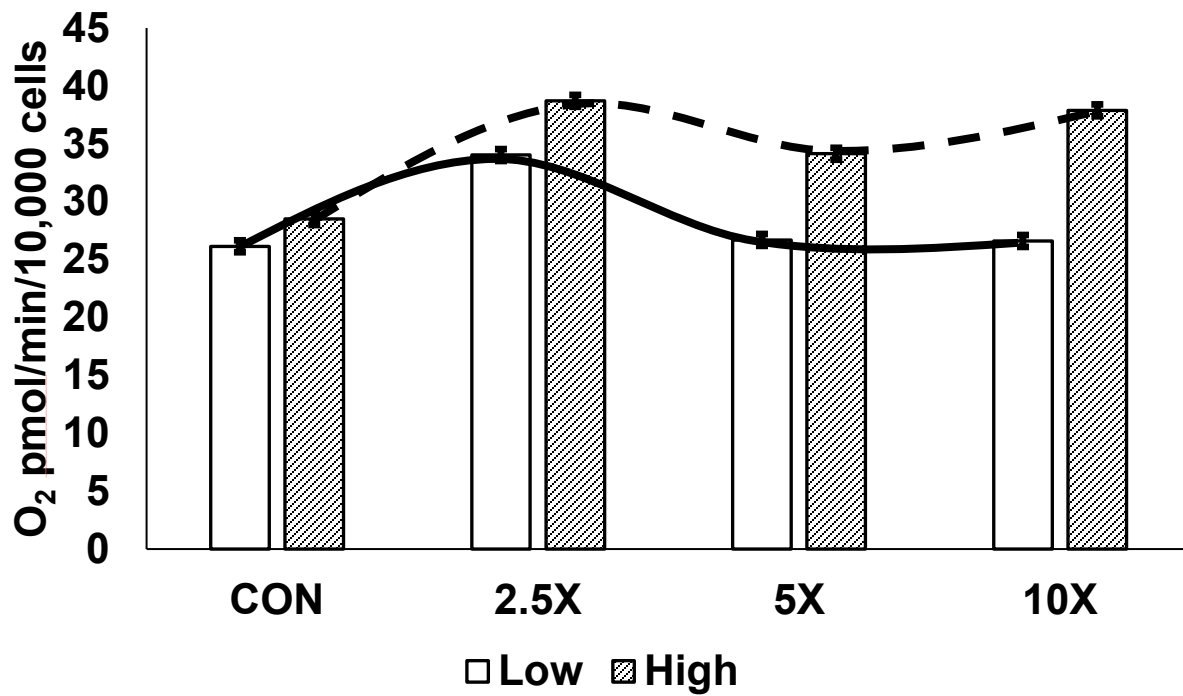

## O<sub>2</sub>-Linked ATP Synthesis

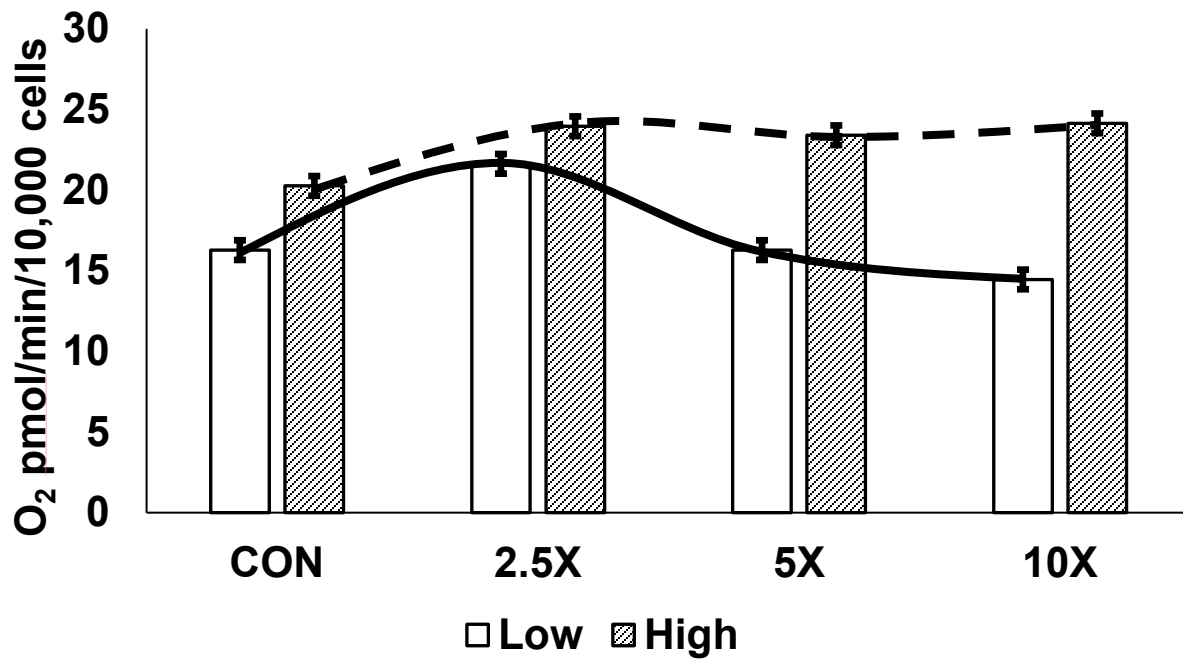

# Maximal Respiration

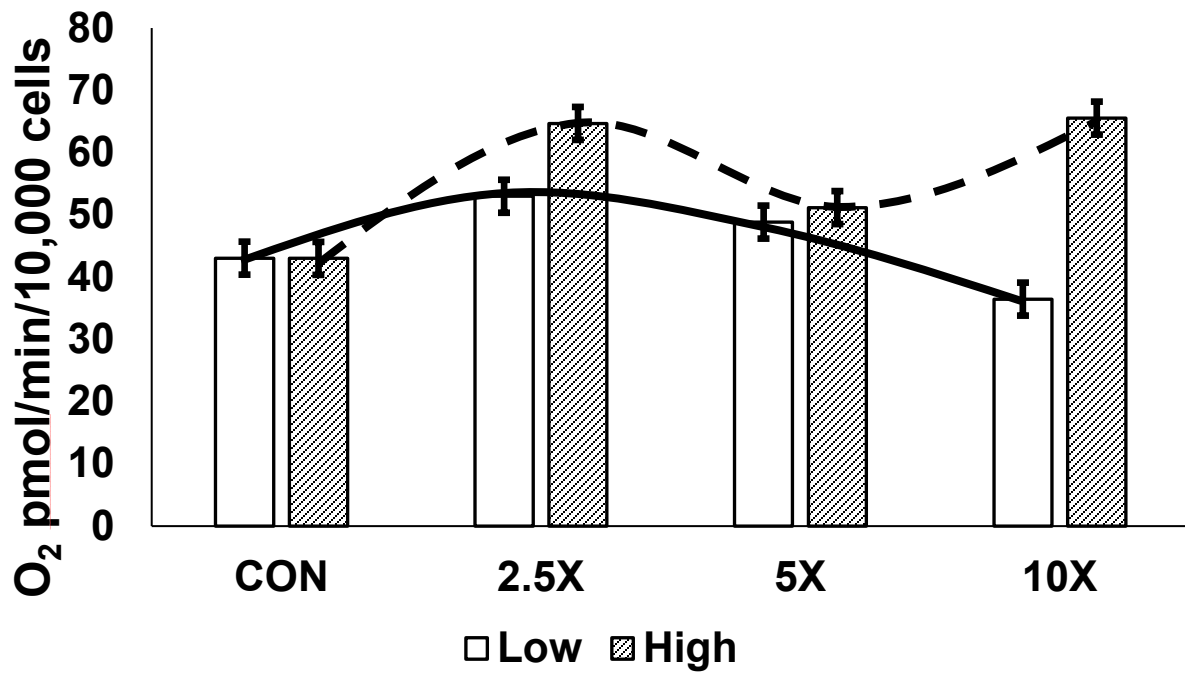

# Reserve Capacity

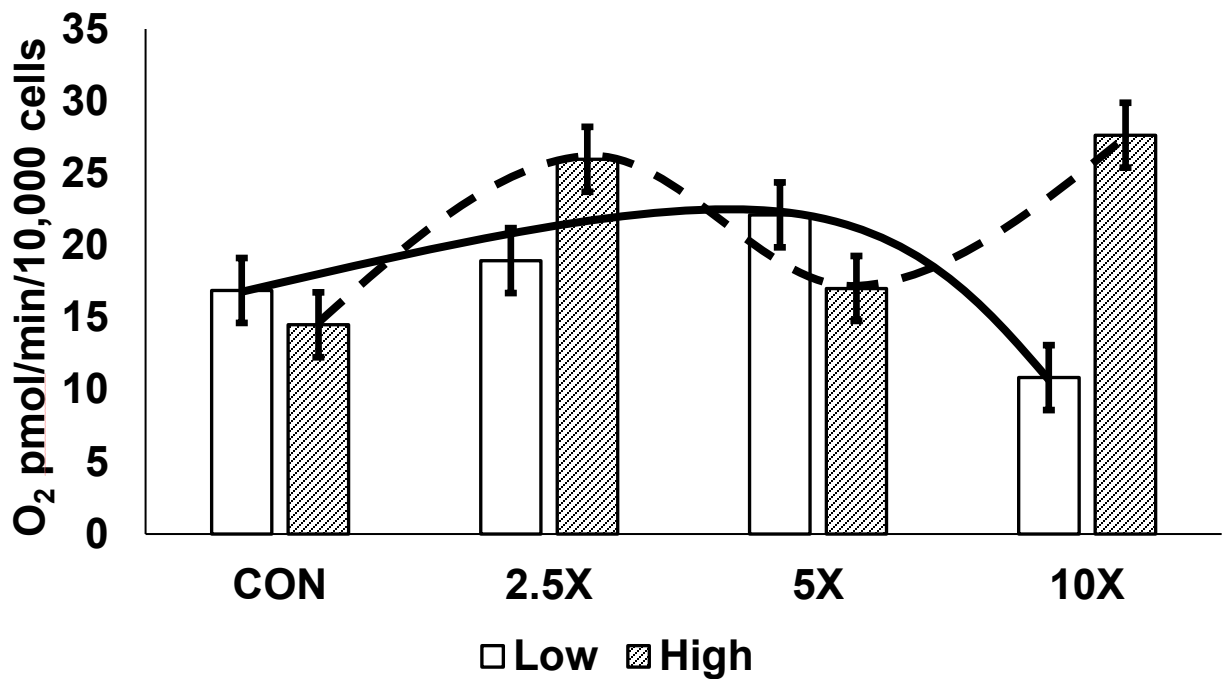

## Proton Leak

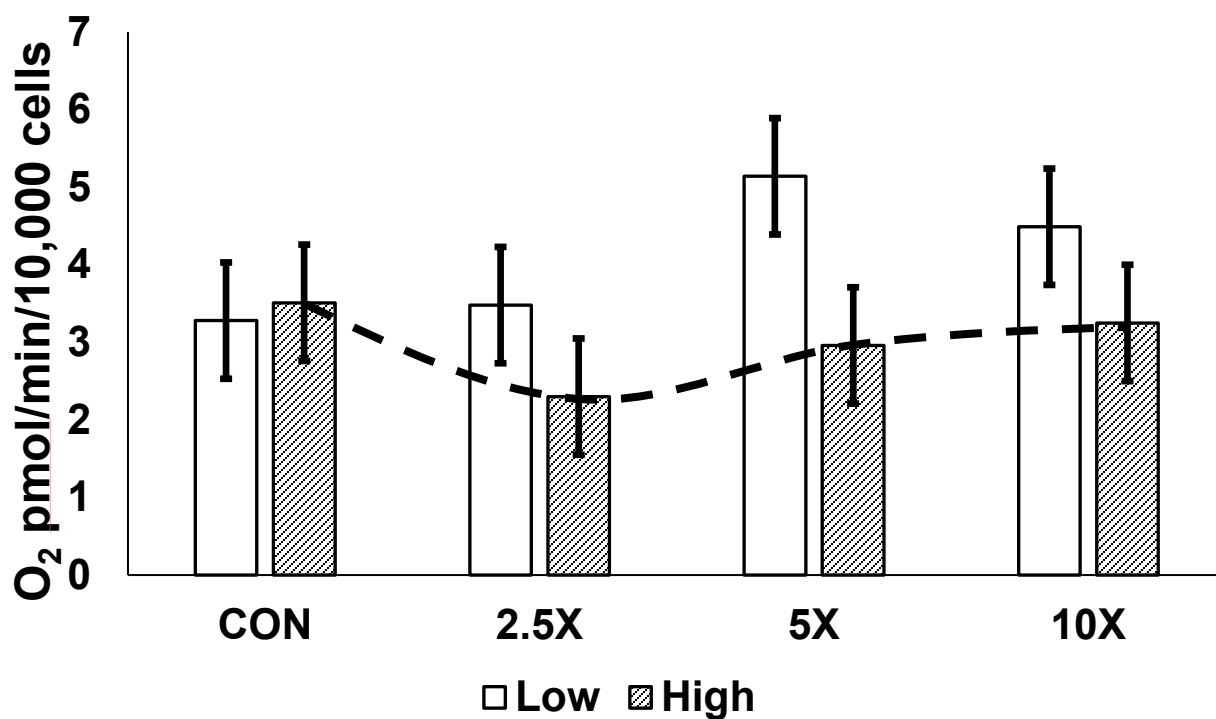

## Non-Mitochondrial Respiration

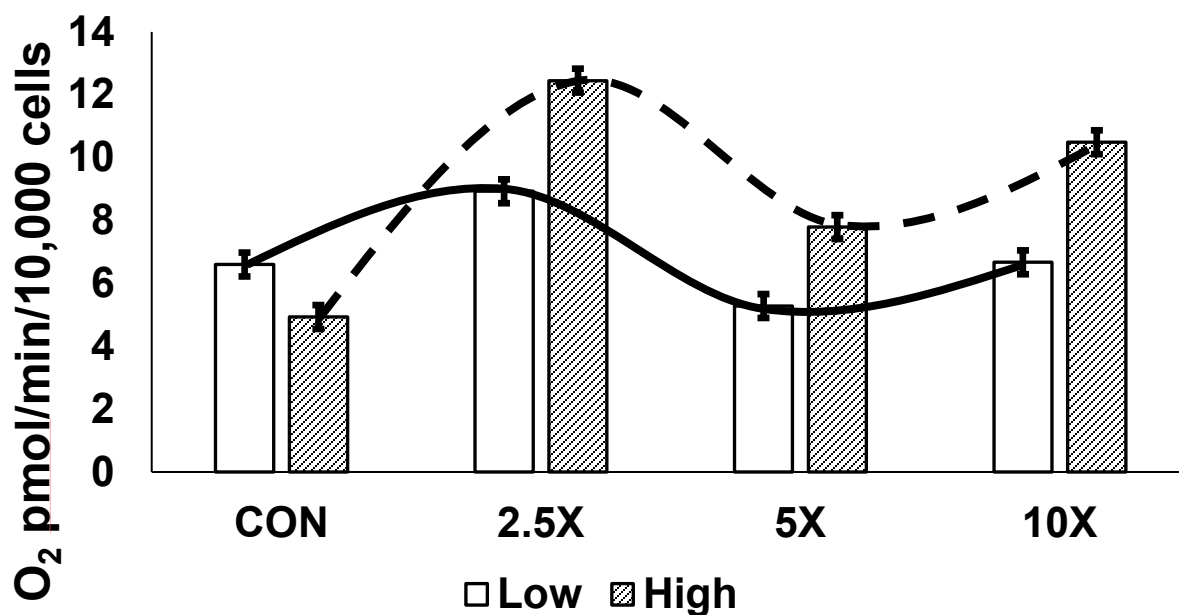

## ***MAT2A***

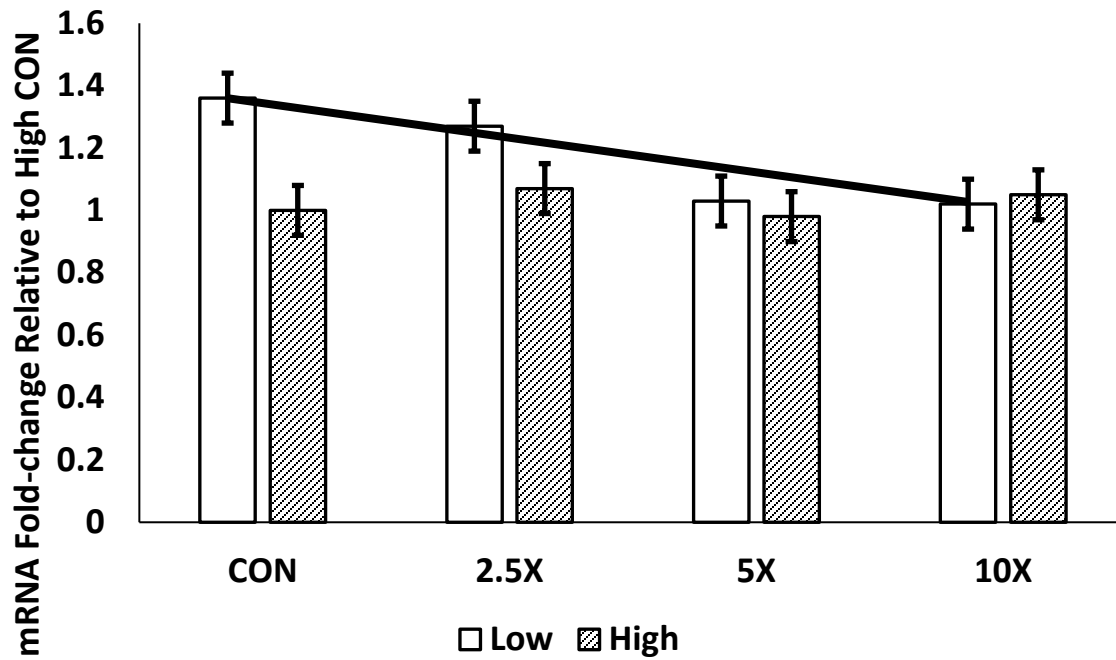

## ***MAT2B***

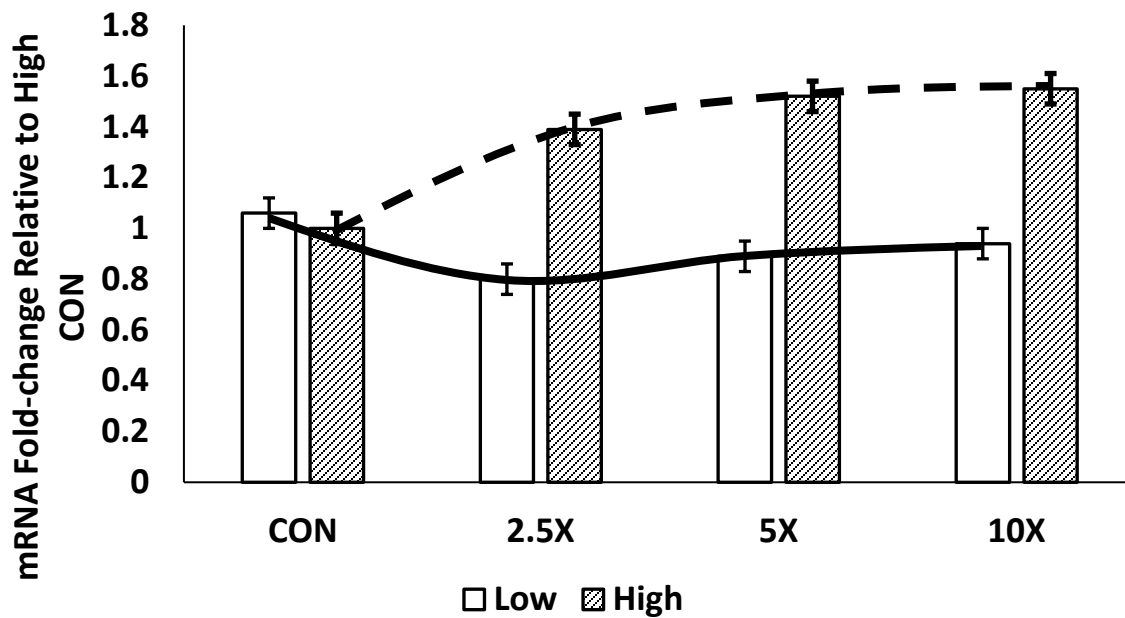

## ***DNMT1***

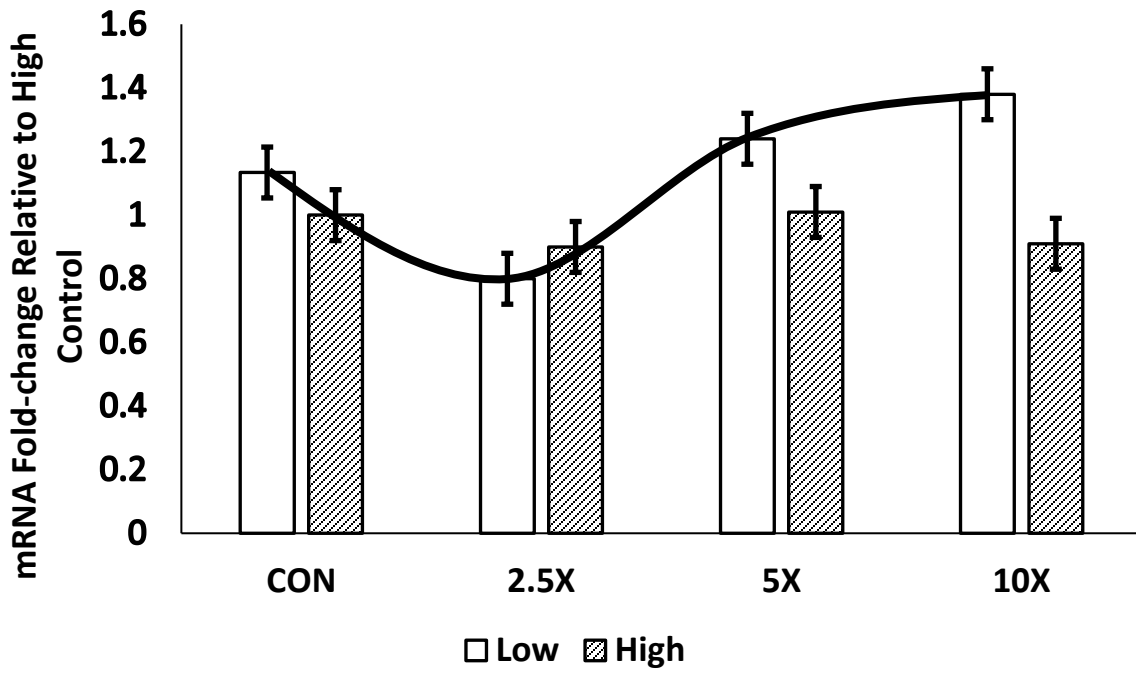

## ***DNMT3B***

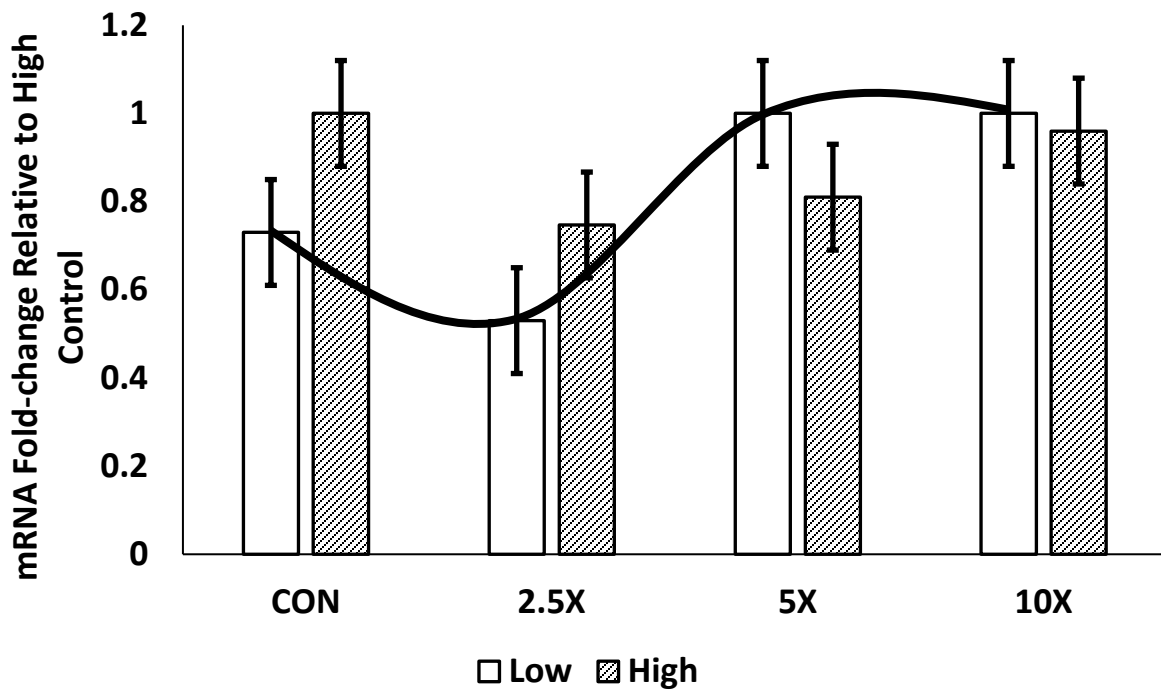

**Supplement:** Supplementary file 4

How the deposited data were processed for this re-analysis (not part of the article)

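DNA methylation was measured by RRBS in 18 libraries of EBTr cells, 3 for each of 6 treatments that combine glucose (1 or 4.5 g/L) with EM (Control level, ×2.5 or ×5). The paper's measurements of growth, Ki67, mitochondrial respiration and mRNA expression were not analysed here. Replicates were taken from the sample labels, which number them 1 to 3 in each treatment. The paper's methods list Low ×5 vs. Low Control again as contrast 6, and this contrast was read as Low ×5 vs. Low ×2.5, as in Fig. 5 and the supplementary tables.

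The authors trimmed the reads with Cutadapt, mapped them to bosTau8 and called methylation with Bismark in the methylseq pipeline, kept cytosines in a CpG context and filtered them on coverage. They deposited log2 values, 1 M-value for each of 31500 CpGs in each library, which is the log2 ratio of methylated to unmethylated reads with an offset added to both numbers. The edgeR workflow that the paper cites adds 2 reads, and the paper's text does not name the offset it used. The values were not scaled between libraries here except where stated. The paper gives the mean number of reads per library in its methods. The depth of each library and of each CpG was not derived from the values, so that no counting error or interval was computed. An M-value from few reads lies closer to 0 and is noisier than an M-value from many reads.

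From the M-values, a level in percent was computed as the share that the ratio implies, with the offset still in it. Differences were tested with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes) on the M-values of all 18 libraries, with 1 mean per treatment, two-sided. The 6 treatments thus share 1 estimate of the spread of each CpG, to which eBayes adds 4.11 prior degrees of freedom. A CpG was called at an unadjusted p-value under 0.01, as in the paper, and the number at a Benjamini-Hochberg adjusted p-value under 0.05 was counted beside it. Had the values been read counts, edgeR would have been used, as the authors did. A CpG called with a higher mean in the treatment named first is methylated, otherwise demethylated. The sign was checked on the CpGs of the supplementary tables, of which 99.8% or more had the same sign as in the paper in each of the 9 contrasts for which CpGs of these tables were used. The sign was not checked for High ×5 vs. High Control.

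Mean levels of libraries and of the ADCYAP1 CpGs were compared with exact two-sided permutation tests, in which 3 libraries against 3 cannot give a p-value under 0.1. An F-test of the 6 treatment means, the glucose effect averaged over EM levels and the glucose by EM interaction were tested in the same fit. CpGs were assigned to genes through the supplementary tables, which name the closest start site of each listed CpG. A tested CpG between 2 listed CpGs of a gene was given to that gene. Sets of called CpGs were compared with 10000 random draws of as many CpGs. For counts of calls, the libraries of a contrast were also split in the other possible ways (10 splits of 6 libraries), and for tests of all libraries 100 regroupings were drawn. Other values were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.

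The limma steps were tested on simulated data with the means and spread of the 31500 CpGs, of which 200 were changed. Of CpGs changed by 1 on the log2 scale, 57.5% were called at an unadjusted p-value under 0.01 and 6.50% at an adjusted p-value under 0.05. Of CpGs changed by 2, these shares were 94.0% and 74.5%. Of the unchanged CpGs, 1.05% and 1.14% were called at an unadjusted p-value under 0.01 in these simulated data. At an adjusted p-value under 0.05, 0 of 13 calls and 19 of 168 calls were unchanged CpGs. In 20 more simulations for each size of change, added after seeing the data, these were 4.52% and 6.65% of the calls, so that for changes of 2 the share was above the nominal 5%. With no CpG changed, 1 of 20 simulations had a CpG with an adjusted p-value under 0.05 in the interaction at ×5. The F-test called 1.18% and 1.24% of the unchanged CpGs at an unadjusted p-value under 0.01, where 1% is nominal. All rates in this paragraph belong to the simulated setting, which was built from the means and spread of CpGs and not of libraries. The 18 real libraries were unequally noisy, with noise from 0.279 to 0.546 at CpGs of intermediate level. The rates therefore do not show how often calls in the real data are false.

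The tests, the sets of libraries in each fit, the list of alternatives and the rule for the genes and CpGs named in the text were fixed before the data were examined, with the exceptions given next. The rule names the genes that the paper's discussion names from RRBS, the ADCYAP1 CpG with the smallest p-value in the supplementary tables, and in each contrast the CpGs with an adjusted p-value under 0.05 or else the CpG with the smallest p-value. The alternatives were limma with robust and trended eBayes, a fit of the 6 libraries of a contrast alone, the replicate number as a block, leaving out each replicate number, CpGs with a mean level between 10% and 90%, libraries centred on their median, levels as fractions, a difference of at least 10 percentage points, the adjusted p-value as the threshold, and clusters of at least 3 CpGs less than 100 bp apart. Quantile normalization, scaling of the libraries to equal SD, centring, robust and trended eBayes and leaving out replicates for the interaction, leaving out replicates for the F-test, the interaction tests on library means, the split of the interaction at ×5, clusters at the adjusted threshold and the probabilities for the number of called ADCYAP1 CpGs under the alternatives were added after seeing the data. So were the splits of libraries by number of called CpGs, the regroupings for the interaction and for scaled values, the comparisons of the ends of the methylation scale, of spread with noise, of the CpGs lowest in High ×5 and of ADCYAP1 with other genes, the draws for the number of called ADCYAP1 CpGs and the test of neighbouring CpGs after quantile normalization. The splits by methylated share, the regroupings for the F-test and the glucose effect, the draws that hit a gene and the test of neighbouring CpGs had been planned, but what would count for or against an explanation was written after their results had been seen. Each column of values belonged to a mapped library. Parts of the supplementary tables not used, and the annotation of CpGs by exon, intron or island, were not analysed here.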

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

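The regroupings of the libraries, the tests after quantile normalization and scaling to equal SD, and the permutation tests of the library means were chosen after the results had been seen, while the comparison of ADCYAP1 with other genes was written down before its outcome. The change from Control to ×5 EM was compared between High and Low cells with the interaction term of the limma fit. It differed at 880 CpGs at an unadjusted p-value under 0.01, where chance gives 315, with a change that was higher in High cells at 179 and lower at 701. Scalings that by construction remove a shift common to all CpGs of a library also remove most of this one-sided direction, as it was higher at 223 and lower at 283 after quantile normalization, 246 and 273 with libraries scaled to equal SD, and 381 and 364 with libraries centred on the median. With 1 replicate number left out at a time, the number was 934 without replicate 1, 661 without replicate 3 and 441 without replicate 2. At an unadjusted p-value under 0.05 there were 3032 CpGs, and 3 had an adjusted p-value under 0.05. Among 100 regroupings of the 18 libraries, the real one included, 1 gave as many CpGs, and the others gave 155 to 815. The interaction had a mean of 1.08 over CpGs with a mean M-value of -3 or lower and -0.59 over those above 3. Such opposite changes are what unequal spread of the libraries would give, and spread may come from depth. After quantile normalization, which removes unequal spread, 506 CpGs were called, none with an adjusted p-value under 0.05 and 2157 with an unadjusted p-value under 0.05, and 4 of the 100 regroupings gave as many, the real one included, while the others gave 181 to 489. With libraries scaled to equal SD, 519 were called and 3 of 100 regroupings gave as many, the others at most 502. Unequal spread as the whole cause is thus argued against, but only narrowly, and the 3 tests share the same libraries. A depth effect that equal distributions do not remove stays open, as does an effect of EM that depends on glucose, which remains a hypothesis. No batch is stated for these libraries.

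The 3 CpGs with an adjusted p-value under 0.05 in this interaction (limma) stand out by the same test. At 35834463 of chromosome 27, among CpGs assigned to SFRP1, the difference between the changes was -2.44 (SE 0.30, adjusted p = 0.0114). At 144115768 of chromosome 1, among CpGs assigned to TFF3, it was -2.23 (SE 0.32, adjusted p = 0.0389), and at 27698417 of chromosome 2, among CpGs assigned to CERS6, -2.96 (SE 0.43, adjusted p = 0.0389). The direction was the same under each alternative tried. Over the alternatives, the adjusted p ranged from 0.00996 to 0.685, from 0.0280 to 0.653 and from 0.0452 to 0.694. Leaving out any 1 replicate number, chosen after seeing the data, took all 3 above 0.05, with the highest values, 0.685, 0.653 and 0.694, without replicate 2, while the log2 differences stayed between -3.20 and -2.14 over these fits. After quantile normalization it was 0.0736, 0.210 and 0.0736, so that none passed 0.05. Unequal spread of the libraries could therefore contribute to these values, and no test separated it from a biological difference at single CpGs. The paper does not report an interaction at these CpGs.

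The same difference was tested on library means, by permuting the EM labels within High and within Low cells (400 permutations, two-sided, 4 tests), which tests against no effect of EM in either. Over all CpGs, the change from Control to ×5 was -2.19 percentage points in High relative to Low cells (exact permutation p = 0.04, adjusted p = 0.0533), and from Control to ×2.5 -1.56 (exact p = 0.13, adjusted p = 0.13). Over the ADCYAP1 CpGs, it was -4.78 points at ×5 (exact p = 0.01, adjusted p = 0.04) and -2.86 at ×2.5 (exact p = 0.03, adjusted p = 0.0533). Without each replicate number in turn, the difference at ×5 was between -2.60 and -1.89 over all CpGs and between -5.60 and -4.33 over the ADCYAP1 CpGs, and at ×2.5 between -4.45 without replicate 1 and -1.86 without replicate 3 over the ADCYAP1 CpGs. Quantile normalization removes a difference over all CpGs by construction and leaves one at ADCYAP1 of -2.58 points at ×5 (exact p = 0.005, the smallest possible) and -1.23 at ×2.5 (exact p = 0.025). This argues against unequal spread as the whole cause at ADCYAP1. Of 116 genes with at least 50 tested CpGs, 4 (3.45%), ADCYAP1 included, differed by as much at ×5 after quantile normalization, the others being PLA2G7, RHOU and BASP1, which were named after their values were seen. The paper picked ADCYAP1 from these same libraries, so that this share is no independent evidence, and an opposite response of the ADCYAP1 CpGs to EM in High and Low cells remains a hypothesis.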

How the results depend on the processing

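Quantile normalization and scaling of the libraries to equal SD were chosen after seeing the data, as were centring, robust and trended eBayes and leaving out replicates for the glucose by EM interaction and leaving out replicates for the F-test, while the other alternatives had been listed in advance. An offset of 0.5 reads, weights by coverage and a minimum mean coverage of 20 reads were not run, since the values hold no reads. A share counts as changed where it left the range that random subsets of the called CpGs give, or crossed 50%, and a count where it moved by more than 1.5 times. With limma's robust and trended eBayes and with levels as fractions, each number of called CpGs in the 10 contrasts stayed within 1.5 times of the reported one and each share on its side of 50%. Over all settings, 298 of the values recomputed stayed the same by these criteria, 150 moved and 21 reversed. Except where a cause is given, the cause was not tested.

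When each library was centred on its median, the methylated share of the called CpGs became 39.0% in High ×5 vs. High Control, 44.2% in High ×2.5 vs. High Control, 45.7% in High ×5 vs. High ×2.5, 42.6% in Low ×5 vs. Low Control, 44.6% in Low ×2.5 vs. Low Control, 47.7% in High ×5 vs. Low ×5, 48.1% in High ×2.5 vs. Low ×2.5, 46.5% in High Control vs. Low Control and 47.9% in High ×5 vs. Low Control. The shares of Low ×5, Low ×2.5, High Control and High ×5 vs. Low Control thereby crossed 50%. The glucose by EM interaction at ×5 had 745 called CpGs. Of the CpGs of the glucose effect averaged over EM levels, 36.7% were higher in High cells, and this share was 52.6% after centring, 51.2% after quantile normalization and 51.2% with scaling to equal SD, so that it crossed 50% in all 3, and 42.9% and 28.6% without replicates 2 and 3. For the interaction at ×5, whose share was computed after seeing the data, 20.3% became 51.1%, 44.1% and 47.4% in these 3 scalings, and 19.1%, 16.3% and 19.7% without replicates 1, 2 and 3. Centring, quantile normalization and scaling to equal SD remove by construction what is common to all CpGs of a library, so that a common shift is neither excluded nor shown by them. The side of 50% in the 4 contrasts named above depends on centring.

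After quantile normalization, the share was 44.5% in High ×5 vs. High Control, 46.5% in High ×2.5 vs. High Control, 46.9% in High ×5 vs. High ×2.5, 54.5% in Low ×5 vs. Low Control, 53.8% in Low ×2.5 vs. Low Control, 41.7% in High ×5 vs. Low ×5, 45.9% in High ×2.5 vs. Low ×2.5 and 48.3% in High Control vs. Low Control, and with libraries scaled to equal SD it was 44.7% in High ×5 vs. High Control, 46.9% in High ×2.5 vs. High Control, 46.0% in High ×5 vs. High ×2.5, 52.9% in Low ×5 vs. Low Control, 52.5% in Low ×2.5 vs. Low Control, 44.3% in High ×5 vs. Low ×5, 46.4% in High ×2.5 vs. Low ×2.5 and 48.5% in High Control vs. Low Control. Of the 10 contrasts, the split of High Control vs. Low Control was the 1 that crossed 50% in both. The number of called CpGs for High ×5 vs. Low ×5 fell to 324 and 336, and that of the interaction at ×5 to 506 and 519. The mean level of the ADCYAP1 CpGs in High ×2.5 vs. Low ×2.5 turned to 0.0192 percentage points after quantile normalization.

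Clusters of CpGs gave fewer calls by construction, since fewer units were tested: 53 in High ×5 vs. High Control, 25 in High ×2.5 vs. High Control, 21 in High ×5 vs. High ×2.5, 109 in Low ×5 vs. Low Control, 74 in Low ×2.5 vs. Low Control, 7 in Low ×5 vs. Low ×2.5, 66 in High ×5 vs. Low ×5, 20 in High ×2.5 vs. Low ×2.5, 78 in High Control vs. Low Control and 39 in High ×5 vs. Low Control. Their methylated share was 5.66% in High ×5 vs. High Control, 24.0% in High ×2.5 vs. High Control, 4.76% in High ×5 vs. High ×2.5, 80.7% in Low ×5 vs. Low Control, 93.2% in Low ×2.5 vs. Low Control, 85.7% in Low ×5 vs. Low ×2.5, 3.03% in High ×5 vs. Low ×5, 10.0% in High ×2.5 vs. Low ×2.5, 91.0% in High Control vs. Low Control and 43.6% in High ×5 vs. Low Control, so that High ×5 vs. Low Control had more demethylated clusters. With clusters and an adjusted p-value under 0.05 together, chosen after seeing the data and fewer by construction, 1 cluster was called in High ×5 vs. High Control (ADCYAP1), 2 in Low ×5 vs. Low Control (PLCB1 and TLE4), 1 in Low ×2.5 vs. Low Control and 1 in High Control vs. Low Control (both PLCB1), 1 in the interaction at ×2.5 (PLCB1), 6 in that at ×5 and 0 in the other 6 contrasts. After quantile normalization, the numbers were 1, 1 (PLCB1), 1, 1, 1 and 2 (PLCB1 and ADCYAP1), and 0 in the others. Genes are those to which CpGs of a cluster are assigned (of the ADCYAP1 cluster, 3 of 4), named after their values were seen. With 1 replicate number left out, the adjusted p of these clusters ranged from 0.00411 to 0.990, above 0.05 for each without replicates 2 and 3, with the direction unchanged.

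With a difference of at least 10 percentage points required as well, the number of called CpGs was 232 in High ×5 vs. High Control, 196 in High ×2.5 vs. High Control, 306 in High ×5 vs. High ×2.5, 360 in Low ×5 vs. Low Control, 351 in Low ×2.5 vs. Low Control, 52 in Low ×5 vs. Low ×2.5, 235 in High ×5 vs. Low ×5, 181 in High ×2.5 vs. Low ×2.5 and 340 in High Control vs. Low Control, as the added criterion can only remove calls. The methylated share became 25.9% in High ×5 vs. High Control, 40.8% in High ×2.5 vs. High Control, 79.2% in Low ×5 vs. Low Control, 48.1% in Low ×5 vs. Low ×2.5 and 36.5% in High ×2.5 vs. Low ×2.5, which for Low ×5 vs. Low ×2.5 is on the other side of 50%. At an adjusted p-value under 0.05, 1 CpG was called in High ×5 vs. Low ×5 (a methylated share of 0%), 3 in the interaction at ×5, and 0 in the other 9 contrasts and in the interaction at ×2.5, beside 754 to 2700 CpGs with an unadjusted p-value under 0.05 in the 9 contrasts and 2378 in that interaction. At p-values under 0.001, the genes of the process lists with a called CpG were 6 in High ×5 vs. High Control, 6 in Low ×5 vs. Low Control, 2 in Low ×2.5 vs. Low Control, 2 in Low ×5 vs. Low ×2.5, 5 in High ×5 vs. Low ×5, 3 in High ×2.5 vs. Low ×2.5, 7 in High Control vs. Low Control and 3 in High ×5 vs. Low Control, again fewer by construction.

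Fitting only the 6 libraries of a contrast changed the number of called CpGs to 255 in High ×5 vs. High ×2.5, 419 in Low ×2.5 vs. Low Control, 275 in Low ×5 vs. Low ×2.5, 370 in High Control vs. Low Control and 197 in High ×5 vs. Low Control, and the share to 78.8% in Low ×5 vs. Low Control, 81.9% in Low ×2.5 vs. Low Control, 75.7% in High Control vs. Low Control and 59.4% in High ×5 vs. Low Control. With CpGs of a mean level between 10% and 90%, the share for Low ×5 vs. Low Control was 79.3%. Over the listed ADCYAP1 CpGs alone, the direction reversed for High ×2.5 vs. Low ×2.5 (1.59 percentage points) and for High ×5 vs. Low Control (0.407 points). Of the neighbours of called CpGs 150 to 1000 bp away, 55.8% changed in the same direction, against 65.0% within 50 bp.

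Replicate numbers are shared by the treatments, but no day or batch is stated for them. The deviations of same-numbered libraries from their treatment means had a mean correlation of 0.000636 (from -0.106 to 0.115, across CpGs, which are not independent), and 1 of 45 pairs was over 0.1, so the numbers do not pair the libraries. With the replicate block, the methylated share of High ×5 vs. High ×2.5 became 35.6%. Over all tested CpGs, no other number called at an unadjusted p-value under 0.01 and no other share changed with the block by these criteria. In High ×5 vs. Low ×5, the CpGs with an adjusted p-value under 0.05 went from 1 to 2. Called ADCYAP1 CpGs fell from 7 to 4 in this contrast and from 4 to 2 in Low ×2.5 vs. Low Control. They fell from 2 to 1 in High ×2.5 vs. High Control, rose from 0 to 1 in High ×2.5 vs. Low ×2.5 and stayed the same elsewhere. The ADCYAP1 CpG at 36389011 had an adjusted p of 0.0394 in High ×5 vs. Low ×5 (0.0394 to 0.907 over its alternatives), and the interaction CpG assigned to CERS6 had 0.0955 (0.0452 to 0.694) with the block (limma).

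Leaving out 1 replicate number at a time, given in parentheses, moved the number of called CpGs from 386 (3) to 1083 (1) for Low ×5 vs. Low Control, from 375 (3) to 1241 (1) for Low ×2.5 vs. Low Control, from 278 (2) to 648 (3) for High ×5 vs. Low ×5, from 404 (3) to 986 (1) for High Control vs. Low Control and from 558 (2) to 929 (1) for High ×5 vs. Low Control. The methylated share ranged from 23.0% (2) to 30.1% (1) for High ×5 vs. High Control, from 30.9% (2) to 47.0% (3) for High ×2.5 vs. High Control, from 25.8% (3) to 45.2% (1) for High ×5 vs. High ×2.5, from 68.2% (2) to 78.0% (1) for Low ×2.5 vs. Low Control, from 34.7% (1) to 69.6% (2) for Low ×5 vs. Low ×2.5, from 20.8% (3) to 22.7% (2) for High ×5 vs. Low ×5, from 23.3% (1) to 44.3% (3) for High ×2.5 vs. Low ×2.5, from 63.4% (3) to 76.0% (1) for High Control vs. Low Control and from 35.9% (3) to 62.5% (1) for High ×5 vs. Low Control. The sides of 50% for Low ×5 vs. Low ×2.5 and High ×5 vs. Low Control thus rest on replicates 1 and 3, respectively. Left out in all treatments, replicate numbers moved the F-test from 230 (2) to 587 (1), the interaction at ×2.5 from 312 (3) to 1079 (1) and that at ×5 from 441 (2) to 934 (1), and the interaction of library means at ×2.5 from -2.64 (1) to -0.756 (3) percentage points over all CpGs and from -4.45 (1) to -1.86 (3) over the ADCYAP1 CpGs. Leave-one-out values of the mean level over all CpGs ranged from -0.316 (1) to 0.361 (2) for Low ×5 vs. Low ×2.5 and from -0.570 (3) to 0.620 (1) for High ×5 vs. Low Control, in percentage points. For the ADCYAP1 CpGs they ranged from 1.06 (3) to 3.22 (1) for Low ×2.5 vs. Low Control, from -0.342 (1) to 0.952 (3) for Low ×5 vs. Low ×2.5, from -1.42 (1) to -0.0996 (3) for High ×2.5 vs. Low ×2.5 and from -0.562 (3) to 0.307 (1) for High ×5 vs. Low Control. Without replicate 1, 3 CpGs had an adjusted p-value under 0.05 in High Control vs. Low Control, named after their values were seen: 20861029 on chromosome 9 (0.00489), 98749133 on chromosome 4 (0.0455) and 144115822 on chromosome 1 (0.0485, limma).

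Of the log2 differences of single CpGs named in the text, 211 recomputed values were labelled as the same, 22 as weaker, 2 as stronger and 1 as reversed. The criteria above cover shares and counts only, so the limits between these labels are not given and the numbers are a rough description. The reversal was at the ADCYAP1 CpG at 36389011 in High Control vs. Low Control, from -0.17 without replicate 2 to 0.17 without replicate 3 against -0.03 with all libraries. Depth was not derived from the values, which limits these results. A change in an M-value at the ends of the scale was not separated from a change in the number of reads behind it.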

Differences from the paper's values

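The alternatives named are those set before the data were examined, except quantile normalization and scaling to equal SD. The paper's log2 fold changes come from edgeR and those here are differences of M-values, both on the log2 scale. A gap in a count was read as closed where the value lay within 1.5 times of the paper's. Each count was read alone, so that a setting could close 1 gap and open another. For Low ×5 vs. Low Control, the demethylated count was 195 here and 212 in the paper's text, without a gap. A gap opened at 100 without replicate 3, at 412 after centring on the median and at 75 with at least 10 percentage points of difference. It did not open at 235 after quantile normalization or 245 with scaling to equal SD. Each log2 gap read as closed lay within the SE of that CpG's difference with all libraries, such as 0.29 at 35853033 of chromosome 27. The paper's number of methylated CpGs for Low ×5 vs. Low Control is 212 in its text, and the number here is 562; the gap closed at 286 without replicate 3, 306 with libraries centred on the median and 285 with a difference of at least 10 percentage points, and at 282 after quantile normalization and 275 with scaling to equal SD, chosen after seeing the values. For High ×5 vs. High Control, the paper has about 160 (Fig. 5, read by eye) methylated CpGs and 92 were found here, and the gap closed at 107 without replicate 1, 150 without replicate 3 and 153 with libraries centred on the median, and at 165 after quantile normalization and 167 with scaling to equal SD, chosen after seeing the values. The paper's number of methylated CpGs for High ×2.5 vs. High Control is about 260 (Fig. 5, read by eye), and the number here is 108; no alternative closed the gap. For Low ×5 vs. Low Control, the paper has 195 methylated CpGs in the supplementary table and 562 were found here, and the gap closed at 286 without replicate 3 and 285 with a difference of at least 10 percentage points, and at 282 after quantile normalization and 275 with scaling to equal SD, chosen after seeing the values. The paper's number of methylated CpGs for Low ×2.5 vs. Low Control is 211, and the number here is 481; the gap closed at 261 without replicate 3, 255 with libraries centred on the median and 262 with a difference of at least 10 percentage points, and at 267 after quantile normalization and 261 with scaling to equal SD, chosen after seeing the values. For Low ×5 vs. Low ×2.5, the paper has 212 methylated CpGs and 72 were found here, and the gap closed at 155 with only the 6 libraries of the contrast. The paper's number of methylated CpGs for High ×5 vs. Low ×5 is 157, and the number here is 96; the gap closed at 117 with only the 6 libraries of the contrast, 135 without replicate 3 and 212 with libraries centred on the median, and at 135 after quantile normalization and 149 with scaling to equal SD, chosen after seeing the values. For High ×2.5 vs. Low ×2.5, the paper has 260 methylated CpGs and 97 were found here, and no alternative closed the gap. The paper's number of methylated CpGs for High Control vs. Low Control is 203, and the number here is 435; the gap closed at 280 with only the 6 libraries of the contrast, 256 without replicate 3, 268 with libraries centred on the median and 232 with a difference of at least 10 percentage points, and at 254 after quantile normalization and 261 with scaling to equal SD, chosen after seeing the values. For High ×5 vs. Low Control, the paper has 173 methylated CpGs and 296 were found here, and the gap closed at 117 with only the 6 libraries of the contrast, 254 without replicate 3 and 207 with a difference of at least 10 percentage points.

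At an adjusted p-value under 0.05, the paper's table for High ×5 vs. High ×2.5 has 1 CpG and 0 were found here, and no alternative closed the gap. At an adjusted p-value under 0.05, the paper's table for Low ×2.5 vs. Low Control has 1 CpG and 0 were found here, and no alternative closed the gap. At an adjusted p-value under 0.05, the paper's table for High ×5 vs. Low ×5 has 3 CpGs and 1 was found here, and the gap closed at 2 with robust and trended eBayes, with the replicate block, over CpGs of a mean level between 10% and 90%, with libraries centred on the median and with levels as fractions, and at 2 after quantile normalization and 2 with scaling to equal SD, chosen after seeing the values.

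Of Low ×2.5 vs. Low Control, the paper's demethylated CpGs number 234 against 148 here, and the gap closed at 273 without replicate 1, 317 with libraries centred on the median and 161 with levels as fractions, and at 229 after quantile normalization and 236 with scaling to equal SD, chosen after seeing the values. Of Low ×5 vs. Low ×2.5, the paper's demethylated CpGs number 212 against 45 here, and no alternative closed the gap. Of High Control vs. Low Control, the paper's demethylated CpGs number 262 against 171 here, and the gap closed at 237 without replicate 1, 308 with libraries centred on the median and 186 with levels as fractions, and at 272 after quantile normalization and 277 with scaling to equal SD, chosen after seeing the values.

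The paper's log2 fold change at 35853033 of chromosome 27 in High ×5 vs. High ×2.5 is 1.92, and the value here is 1.57; the gap closed at 1.75 without replicate 1 and 1.64 without replicate 2, and at 1.65 after quantile normalization and 1.66 with scaling to equal SD, chosen after seeing the values. At 35834463 of chromosome 27, Low ×5 vs. Low ×2.5 has 1.67 in the paper and 1.25 here, and no alternative closed the gap. The paper's log2 fold change at 35834463 of chromosome 27 in High ×5 vs. Low ×5 is -2.38, and the value here is -1.97; no alternative closed the gap. At 870786 of chromosome 13, High Control vs. Low Control has 2.54 in the paper and 2.11 here, and the gap closed at 2.46 without replicate 1. The paper's log2 fold change at 28959908 of chromosome 4 in High ×5 vs. Low Control is 2.01, and the value here is 1.62; the gap closed at 1.83 without replicate 3. At 36389011 of chromosome 24, High ×5 vs. High ×2.5 has -6.18 in the paper and -2.14 here, and no alternative closed the gap. The paper's log2 fold change at 36389011 of chromosome 24 in Low ×2.5 vs. Low Control is -5.12, and the value here is -0.57; no alternative closed the gap. At 36389011 of chromosome 24, Low ×5 vs. Low ×2.5 has 2.09 in the paper and 1.30 here, and the gap closed at 1.73 without replicate 2. The paper's log2 fold change at 36389011 of chromosome 24 in High ×5 vs. Low ×5 is -3.17, and the value here is -2.43; the gap closed at -3.02 without replicate 2. At 36389011 of chromosome 24, High ×2.5 vs. Low ×2.5 has 5.11 in the paper and 1.01 here, and no alternative closed the gap. The paper's log2 fold change at 36389011 of chromosome 24 in High ×5 vs. Low Control is -6.19, and the value here is -1.70; no alternative closed the gap.

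Of the CpGs that the paper's tables list at an adjusted p-value under 0.05, the ADCYAP1 CpG at 36389011 reached it here in High ×5 vs. Low ×5 with the replicate block (adjusted p = 0.0394, limma) and in no other setting, and not in High ×5 vs. High ×2.5, where its smallest adjusted p over all settings was 0.287. The CpGs at 290710 of chromosome 14, 66892885 of chromosome 7 (both High ×5 vs. Low ×5) and 106224871 of chromosome 11 (Low ×2.5 vs. Low Control) reached it in none, with smallest adjusted p of 0.446, 0.135 and 0.0803. The CpG called here in High ×5 vs. Low ×5, at 35834463 of chromosome 27, is not among the 3 of the paper. In the settings with 2 such CpGs in that contrast other than the replicate block, the other was at 28959908 of chromosome 4, named after its values were seen.

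The paper describes more methylated than demethylated cytosines for both High ×2.5 contrasts, and here 213 and 220 CpGs were demethylated against 108 and 97 methylated. It describes equal numbers for Low ×5 vs. Low Control, while its supplementary table has them for Low ×5 vs. Low ×2.5 and Low ×5 vs. Low Control with 195 methylated and 222 demethylated CpGs. It describes more demethylated cytosines in the remaining contrasts, and here Low ×2.5 vs. Low Control, High Control vs. Low Control and High ×5 vs. Low Control had methylated shares of 76.5%, 71.8% and 53.6%, which fell below 50% with libraries centred on the median. The paper states that fewer cytosines were methylated in High than in Low cells except at ×2.5, while here 435 were methylated and 171 demethylated at the Control level. It describes High ×5 as having more hypomethylated cytosines than each other treatment, and here the methylated share against Low Control was above 50%.

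The paper describes ADCYAP1 as differentially methylated in each comparison, and here it had 0 called CpGs in High ×2.5 vs. Low ×2.5, where 1 was called with the replicate block and 1 with levels as fractions. PDGFA, which the paper names as differentially methylated, had 0 called CpGs, with 1 called in High ×5 vs. Low Control without replicate 2, and in High Control vs. Low Control after quantile normalization and with scaling to equal SD, chosen after seeing the values. It was also called without replicate 1 in Low ×2.5 vs. Low Control and in High ×2.5 vs. Low ×2.5, and after quantile normalization in High ×5 and in High ×2.5 vs. High Control. RAC1, also named by the paper, had no CpG in the tables used here. The supplementary lists hold 55 processes with the word regulation among 73, while the paper's text gives 49.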

Other observations

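The splits by number of called CpGs, the regroupings for the interaction and for scaled values, the comparisons of the ends of the methylation scale and the test of neighbouring CpGs after quantile normalization were chosen after the results had been seen; for the splits by methylated share, the other regroupings, the draws that hit ADCYAP1 and the other test of neighbouring CpGs, which had been planned, what would count for or against an explanation was written after the results had been seen; the tests of noise against spread, of the CpGs lowest in High ×5 and of the number of called ADCYAP1 CpGs were written down before their outcome. For each contrast, the 6 libraries can be split into 3 against 3 in 10 ways. The number of splits with as many called CpGs as the real one, which is included, was 2 for High ×5 vs. High Control, 3 for High ×2.5 vs. High Control, 5 for High ×5 vs. High ×2.5, 2 for Low ×5 vs. Low Control, 2 for Low ×2.5 vs. Low Control, 6 for Low ×5 vs. Low ×2.5, 1 for High ×5 vs. Low ×5, 2 for High ×2.5 vs. Low ×2.5, 3 for High Control vs. Low Control and 9 for High ×5 vs. Low Control. The number with a methylated share as far from 50% was 1 for High ×5 vs. High Control, 4 for High ×2.5 vs. High Control, 4 for High ×5 vs. High ×2.5, 5 for Low ×5 vs. Low Control, 4 for Low ×2.5 vs. Low Control, 6 for Low ×5 vs. Low ×2.5, 2 for High ×5 vs. Low ×5, 4 for High ×2.5 vs. Low ×2.5, 4 for High Control vs. Low Control and 9 for High ×5 vs. Low Control. With 10 splits the share of splits can never be under 0.1, so that the difference between treatments and a chance arrangement of the libraries cannot be told apart from the counts of single contrasts.

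Tests over all 18 libraries allow more regroupings. The F-test of the 6 treatment means called 453 CpGs (230 without replicate 2 of each treatment), and 13 of 100 regroupings gave as many, and its smallest adjusted p was 0.0546 (limma). The glucose effect had 19 of 100 regroupings within EM level with as many CpGs, and the interaction at ×2.5, with 583 CpGs (312 without replicate 3, 362 without replicate 2 and 1079 without replicate 1), had 6 of 100. After quantile normalization, 13, 8 and 7 of 100 regroupings gave as many in these 3 tests, and with libraries scaled to equal SD 11, 8 and 6. None of these shares is under 0.05, so that each of the 3 counts is within what regrouping gives. Libraries of the same treatment were slightly more alike than libraries of different treatments, with a mean squared difference in M-value of 0.428 against 0.441 (permutation test, p = 0.0943) and a mean Pearson correlation across CpGs of 0.930 against 0.929 (permutation test, p = 0.0813). CpGs are not independent replicates, and neither difference passed 0.05.

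A hypothesis for the methylated shares far from 50% is that an offset in the M-value, on libraries of unequal depth, pulls the values of some libraries toward 0. The lowest and the highest CpGs of a library then deviate in opposite directions. The mean differences at the 2 ends had opposite signs in 10 of 10 contrasts, but the contrasts share treatments, and 1000 regroupings of the libraries gave a mean of 9.31 of 10 and all 10 in 49.8%, close to the real number. Between libraries of the same treatment, the mean M-values at the 2 ends had a Pearson correlation of -0.974 (permutation test within treatments, p = 0.0001, the smallest that this number of resamples can give). A change of most CpGs in 1 direction had the same sign at both ends in 0 of 10 contrasts, and it cannot be told apart from this, since the low end holds 444 CpGs and speaks for few of them. As noise also grows when depth falls, libraries with a narrower spread of M-values (SD from 1.58 to 1.83) should be noisier at CpGs near 50%, where an offset matters little. Over the 4403 CpGs with a mean M-value within 0.5 of 0, the spread and the noise of the 18 libraries had a Pearson correlation of -0.986 and a Spearman correlation of -0.990 (permutation tests, p = 1e-05 for both, the smallest that 100000 resamples can give). Adjusted for these 2 relations between libraries, p was 0.0001 for the 2 ends and 2e-05 for spread and noise. Without the 2 libraries farthest from the median spread, they were -0.984 and -0.988. Unequal depth with an offset is thus a candidate explanation for the shares, consistent with the correlation of -0.990, but the number of reads was not analysed here, and noise in the cultures that also narrows the spread was not excluded. Effects of glucose or EM on methylation at the ends of the scale stay open as well.

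At the ADCYAP1 CpG at 36389011, the 3 High ×5 libraries had the 3 lowest values of all 18. Among all tested CpGs, 88 had this property as deposited and 55 after quantile normalization, where equal chance for each set of 3 libraries gives 38.6. After quantile normalization, 16.1% of the 816 possible sets of 3 libraries had as many such CpGs (8.46% as deposited), so that the property is within what sets of libraries give by chance. Of the 7 tested CpGs within 50 bp, 6 were lower in High ×5 than in High Control and 7 were lower than in Low ×5, which neighbours on the same reads would share.

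ADCYAP1 holds called CpGs in nearly each contrast, and a candidate explanation is the number of CpGs tested near it. Random draws of as many CpGs hit it in over 50% of draws in 9 of 10 contrasts, as this explanation predicts. It ranks 75 of 365 genes by tested CpGs, the highest numbers being 1074 for C14H8orf33 and 960 for ALG6. In 4 of 10 contrasts, ADCYAP1 had more called CpGs than 95% of draws, in High ×5 vs. High Control, Low ×5 vs. Low Control, High ×5 vs. Low ×5 and High Control vs. Low Control. By the hypergeometric probability, computed for the alternatives after seeing the data, the number of such contrasts was 1 after quantile normalization, 0 with libraries scaled to equal SD, 4, 3 and 1 without replicates 1, 2 and 3, 1 with levels as fractions and 1 over CpGs of a mean level between 10% and 90%. It was 3 with robust and trended eBayes, 4 with only the 6 libraries of the contrast, 3 with the replicate block and 3 after centring, so that the excess held in some alternatives and not in others. As draws treat CpGs as independent while neighbours change together, whether the gene has more than its share cannot be told apart from that dependence.

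Changes of called CpGs were shared by their neighbours. Of the tested CpGs within 50 bp of a called CpG, 65.0% changed in the same direction, over the 10 contrasts, against 55.4% of the neighbours of all CpGs. For CpGs 150 to 1000 bp away, which in most cases lie on other fragments, the shares were 55.8% and 51.9%. After quantile normalization, they were 59.5% and 54.3% within 50 bp, and 51.9% and 51.1% farther away, a difference of 0.868 percentage points. That the sharing nearly ends beyond the fragment is consistent with reads that cover several CpGs as its source, and a biological change of short stretches stays open.

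Of the CpGs in the paper's complete tables, 18.6% (Low ×5 vs. Low ×2.5) to 49.4% (High ×5 vs. Low Control) were also called here at the same threshold, and 99.8% to 100% had the same sign. No biological explanation was tested for the CpGs called by 1 of the 2 methods.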
